# Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions

**DOI:** 10.1007/s11103-023-01403-y

**Published:** 2024-02-09

**Authors:** William Bouard, François Ouellet, Mario Houde

**Keywords:** Drought tolerance, *Triticum aestivum*, Barley stripe mosaic virus, C2H2 zinc finger protein, Oxidative stress, Chloroplast

## Abstract

Maintaining global food security in the context of climate changes will be an important challenge in the next century. Improving abiotic stress tolerance of major crops such as wheat can contribute to this goal. This can be achieved by the identification of the genes involved and their use to develop tools for breeding programs aiming to generate better adapted cultivars. Recently, we identified the wheat *TaZFP13D* gene encoding Zinc Finger Protein 13D as a new gene improving water-stress tolerance. The current work analyzes the *TaZFP13D*-dependent transcriptome modifications that occur in well-watered and dehydration conditions to better understand its function during normal growth and during drought. Plants that overexpress *TaZFP13D* have a higher biomass under well-watered conditions, indicating a positive effect of the protein on growth. Survival rate and stress recovery after a severe drought stress are improved compared to wild-type plants. The latter is likely due the higher activity of key antioxidant enzymes and concomitant reduction of drought-induced oxidative damage. Conversely, down-regulation of *TaZFP13D* decreases drought tolerance and protection against drought-induced oxidative damage. RNA-Seq transcriptome analysis identified many genes regulated by TaZFP13D that are known to improve drought tolerance. The analysis also revealed several genes involved in the photosynthetic electron transfer chain known to improve photosynthetic efficiency and chloroplast protection against drought-induced ROS damage. This study highlights the important role of TaZFP13D in wheat drought tolerance, contributes to unravel the complex regulation governed by TaZFPs, and suggests that it could be a promising marker to select wheat cultivars with higher drought tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-023-01403-y.

## Introduction

Global population is constantly growing, currently exceeding 8 billion people and expected to reach 10 billion by 2050 (United Nations Department of Economic and Social Affairs 2022). Consequently, food demand is expected to increase by approximately 50% in 2050 (Van Dijk et al. 2021) resulting in a need to increase crop yields. However, environmental changes associated with global warming have increased drought spells frequency and severity, which intensifies water scarcity in croplands and contributes to yield loss (Dai 2013; Zampieri et al. 2017). Increasing the yield of the most cultivated and consumed food crops, like wheat, will play a crucial role to address the coming food security challenges.

In response to water-stress, plants accumulate the phytohormone ABA, which is a key player in growth regulation and stress responses (Kamiyama et al. 2021). Physiological responses to drought stress involve complex ABA-dependent and ABA-independent signal perception and transduction networks. ABA mediates stomatal closure (Munemasa et al. 2015), which is crucial to limit water loss by transpiration. Closing stomata improves water retention at the expense of CO_2_ influx in leaves (Flexas et al. 2006). This limits the carboxylation activity of ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco) and favors photorespiration. In this context, plants suffering drought episodes continue to harvest light, while photosynthetic electron transport chain (PETC) products (ATP and NADPH) are less consumed by the Calvin-Benson-Bassham cycle, leading to PETC over-reduction. PETC saturation exacerbates ROS production at multiple sites, within the PETC, and in other organelles (Cruz de Carvalho 2008; Foyer and Hanke 2022; Khorobrykh et al. 2020; Sasi et al. 2018; Vijayaraghavareddy et al. 2022). Excess electron flow is redirected to alternative electron sinks like the water-water cycle (Mehler reaction) or photorespiration (Asada 1999; Biehler and Fock 1996; Noctor et al. 2002). This leads to increased chloroplastic and peroxisomal ROS production, requiring effective ROS scavenging protection systems to prevent oxidative damages to proteins, lipids, or nucleic acids, which could negatively impact growth, yield, and threaten the plant’s survival (Cruz de Carvalho 2008; Gururani et al. 2015; Noctor et al. 2002). The wheat photosynthetic apparatus is therefore often damaged during drought stress. Unsurprisingly, drought tolerant wheat cultivars show better photosystem protection compared to less tolerant cultivars (Liu et al. 2006).

Studies conducted in Arabidopsis revealed the important role of the C1-2i C2H2 zinc-finger protein (ZFP) family in abiotic stress tolerance, including drought and oxidative stress (Liu et al. 2022; Xie et al. 2019). In addition, members of this ZFP subfamily have been associated with drought tolerance in monocot species like rice (Huang et al. 2009; Li et al. 2021; Yuan et al. 2018; Zhang et al. 2014). A previous work from our laboratory identified the C1-2i *TaZFPs* family in wheat, and expression profile analysis revealed that this transcription factor family is stress-responsive (Cheuk and Houde 2016). The most up-regulated *TaZFP* in response to all the stress tested, *TaZFP1B*, was shown to be an important positive regulator of drought tolerance (Cheuk et al. 2020). Recently, we have selected five other candidate *TaZFPs* based on their expression profile in response to abiotic stress, and evaluated the drought stress tolerance of wheat seedlings overexpressing each candidate gene (Bouard and Houde 2022). This selection identified *TaZFP13D* as a new positive regulator of drought stress tolerance. In the present study, we focus on the molecular characterization of this gene and its corresponding protein. Identification of genes and pathways regulated by TaZFP13D will help to better understand its function within the *TaZFP* family and in drought tolerance. Our results indicate that many genes regulated by TaZFP13D are known to improve drought tolerance and chloroplast protection against drought/oxidative stress-induced oxidative damage.

## Materials and methods

### Plant material and growth conditions

*Nicotiana benthamiana* and wheat (*Triticum aestivum* cultivar Atlas66, obtained from Carver and colleagues (Carver et al. 1993) seedlings were grown in E15 Conviron growth cabinets at 22 °C and 70% relative humidity, under fluorescent and incandescent lighting (photon flux density of 100 µmol m^−2^ s^−1^) with a 16 h/8 h (day/night) photoperiod. *N. benthamiana* and wheat plants were cultivated in a mixture of black earth, perlite, peat moss (2:1:1, v:v:v) and watered with 20:20:20 N:P:K (0.5 g L^−1^). Control wheat plants (named well-watered) were watered daily up to 35 days (as indicated in the figure legends). For drought treatment, plants were first watered daily for 14 days (Feekes growth stage 1), then water was withheld for different periods (as indicated in the figure legends).

### Subcellular localization

To determine the subcellular localization of TaZFP1B and TaZFP13D, two chimeric fluorescent fusion constructs were generated by PCR overlap extension (See Online Resource 1 for primers). The *TaZFP1B* coding sequence was fused to the mCherry sequence, while *TaZFP13D* was fused to the eYFP sequence. A 4-residue glycine hinge was added between the *TaZFP* coding sequence and the fluorescent reporter. The resulting DNA fragments were PCR amplified and cloned in the pAVA321 vector (von Arnim et al. 1998) after removal of the green fluorescent protein coding sequence. Control constructs for expression of only mCherry or YFP were also generated. The four constructs (named 35S::mCherry, 35S::TaZFP1B-mCherry, 35S::eYFP, 35S::TaZFP13D-eYFP) were cloned into the pPZP121 binary vector (Hajdukiewicz et al. 1994). The four vectors were transformed into *Agrobacterium* EHA105 and the strains were used to infiltrate 4 to 5-week-old *N. benthamiana* leaves as described previously (Cheuk and Houde 2017). Leaf samples were harvested two days after infiltration and then vacuum infiltrated for 2 min with Hoechst 33342 (1 µg mL^–1^), 0.2% (v/v) Triton X-100 to stain nuclei. Samples were rinsed thoroughly with distilled water to remove excess dye before analysis by fluorescence imaging as previously described (Bouard and Houde 2022).

### Generation of wheat plants with modified *TaZFP13D* expression

The four-component Barley Stripe Mosaic Virus (BSMV) expression system (Cheuk and Houde 2018) was used to modulate *TaZFP13D* expression levels in the wheat cultivar Atlas66 as previously described (Bouard and Houde 2022). Briefly, this vector is based on four different viral RNAs (α, β, γa and γb), which are encoded by the respective pCaBS plasmids (Fig. 2a and b). A sequence of interest can be inserted within the γa and/or γb viral RNA by ligation independent cloning (LIC). The previously generated pCaBS-γ1-mCherry plasmid was used in all experiments since it allows the monitoring of plant infection by confocal microscopy (Cheuk and Houde 2018). To overexpress or down-regulate *TaZFP13D*, we used the previously generated pCaBS-γ2-TaZFP13D and pCaBS-γ2-siRNA13D plasmids (Genbank accession number of *TaZFP13D*: OM630429) (Bouard and Houde 2022). All plasmids were transformed into *Agrobacterium tumefaciens* EHA105, then mixtures of the pCaBS-α, pCaBS-β, pCaBS-γ1-mCherry strains with either the pCaBS-γ2 (for empty vector), pCaBS-γ2-TaZFP13D (OEX) or pCaBS-γ2-siRNA13D (siRNA) strain were agroinfiltrated in *N. benthamiana* leaves to produce BSMV extracts. Soluble extracts of *N. benthamiana* were prepared and used to inoculate wheat seedlings as previously described (Bouard and Houde 2022; Cheuk and Houde 2017). After inoculation, wheat seedlings were potted in soil mix at a density of 10 plants per pot (13.5–13.5–13 cm; length-width-height). Since the BSMV approach is a system that does not generate transgenic lines stable over multiple generations, new plants must be inoculated every time a new experiment is designed, and for each replicate.

### Determination of growth parameters

For biomass determination, aerial parts of well-watered or drought-treated plants were weighed before and after drying at 70 °C for 72 h. To minimize the effect of variation between individual plants, aerial parts from 10 different plants were pooled together to constitute one biological replicate. Values obtained are means +/− standard deviation (SD) from at least three biological replicates. The survival rate (%) was determined on 14-day-old well-watered seedlings that were drought-treated for 14 days then allowed to recover by re-watering for 7 days.

### Antioxidant enzyme activity

Tissue samples from at least three different second leaves of wheat seedlings were used to measure superoxide dismutase (SOD), ascorbate peroxidase (APX) and catalase (CAT) enzyme activities as previously described (Bouard and Houde 2022).

### Determination of lipid peroxidation

Oxidative damage to lipids was evaluated on leaf samples harvested from well-watered or drought-treated plants (see figure legend for stress duration). Each sample (0.5 g) was composed of three different wheat second leaves and malondialdehyde content was determined by the thiobarbituric acid reactive substance (TBARS) test as described previously (Cheuk et al. 2020).

### RNA extraction and qRT-PCR analyses

Four types of plants (Wild-type, empty vector, BSMV TaZFP13D OEX and BSMV TaZFP13D siRNA) were grown under well-watered conditions for 21 days (well-watered) or for 14 days before withholding water for 7 days (drought). Tissue samples composed of second leaves from three different plants were harvested at the same time of day and flash frozen in liquid nitrogen. Total RNA was extracted using the Monarch® Total RNA Miniprep Kit (New England Biolabs). RNA reverse transcription, qRT-PCR analysis, and fold-change calculation were performed as described previously (Bouard and Houde 2022). See Online Resource 1 for primers.

### RNA-seq libraries preparation, sequencing, and analysis

Twelve RNA samples were used for RNA-Seq, with each plant type grown in well-watered (6 RNA samples) or drought conditions (6 RNA samples): two replicates from control plants (one replicate from WT and one from empty vector), two replicates from OEX and two replicates from siRNA plants. The empty vector sample was used to discriminate the potential impact of the BSMV infection on gene expression in the OEX and siRNA plants. Quality control of total RNA samples, RNA-Seq libraries preparation and paired-end sequencing (2 × 150 bases) were performed at Novogene (California, USA) using the Illumina NovaSeq platform. Raw data provided by Novogene (available on GEO repository, #GSE226842) were processed and analyzed using the web-based platform Galaxy (http://usegalaxy.org). Reports of the raw reads quality were obtained with the FastQC tool (version 0.11.9) (Andrews 2010). To improve the quality of reads, we used the wrapper script Trim-galore (version 0.6.3) to remove sequencing adapters (Illumina universal) and four additional bases at the 5’ and 3’ ends of each read, retained reads with a Phred quality score exceeding 30, and discarded reads shorter than 20 nucleotides. Sequencing artifacts were filtered from the remaining reads using the Fastx_toolkit (version 0.0.14) and reads quality improvement was verified with the FastQC tool (version 0.11.9). *Triticum aestivum* reference transcriptome (release 52) was retrieved from Ensembl Plants (https://plants.ensembl.org) and used for transcripts abundance quantification using Salmon (version 1.5.1) in quasi-mapping mode, with Kmer size set to 31 (Patro et al. 2017). Transcripts-levels count tables obtained with Salmon and the *Triticum aestivum* gff3-type annotation file (release 52 from Ensembl Plants) were then used to determine the differentially expressed genes (DEGs) in TaZFP13D OEX and TaZFP13DsiRNA samples with the DESeq2 software (version 2.11.40.7) (Love et al. 2014). We have selected DEGs with a Log 2-fold change ≥ 1.5 or ≤ − 1.5 and an adjusted p-value (FDR) < 0.001, compared to all other types of plants cultivated under the same growth condition. For example, 3 analyses were run for well-watered OEX plants: OEX to WT, OEX to empty vector, and OEX to siRNA. Only the DEGs respecting the cut-off in all three analyses were retained. Protein sequences of the selected DEGs were retrieved using the Biomart tool of Ensembl Plants and used to determine gene functional annotation using NCBI BLAST tool. Based on gene annotation, selected DEGs were categorized in different classes (Online Resource 2). Genes-level normalized count files provided by the DESeq2 software were then used to produce gene expression heatmaps using the web server Heatmapper (Babicki et al. 2016).

To compare transcriptome modifications mediated by TaZFP1B and TaZFP13D, we used mRNA libraries previously generated during the characterization of TaZFP1B (available on GEO repository, #GSE136683), using the same wheat cultivar and experimental design as the present study (Cheuk et al. 2020). This dataset was used to identify DEGs in TaZFP1B OEX and siRNA plants as described above. However, due to the reduced number of biological replicates of this dataset, we used more stringent cut-offs (Log 2-fold change ≥ 2.3 or ≤ − 2.3 for OEX and ≥ 4 or ≤ − 4 for siRNA, with adjusted p-value (FDR) < 0.0001) to retain a similar DEGs number compared to TaZFP13D DEGs selection.

## Results

### Subcellular localization of TaZFP13D and TaZFP1B

Among the TaZFP family, TaZFP13D and TaZFP1B have been associated with drought tolerance in wheat (Bouard and Houde 2022; Cheuk et al. 2020). Given the prediction of a Nuclear Localization Signal (NLS) motif in each amino acid sequence (Bouard and Houde 2022), these two ZFPs are expected to be translocated to the nucleus. To confirm this, confocal microscopy was used to determine the subcellular localization of TaZFP13D::eYFP (Fig. 1a) and TaZFP1B::mCherry (Fig. 1b) fusion proteins in Agro-infiltrated *N. benthamiana* leaves. While the eYFP and mCherry controls showed diffuse expression throughout the cells, the chimeric TaZFP13D-eYFP and TaZFP1B-mCherry proteins were restricted to the nuclei, as confirmed by Hoechst 33342 staining. These results show that TaZFP13D and TaZFP1B are properly targeted to nuclei, which supports their putative function as nuclear transcription regulators.

**Fig. 1:**
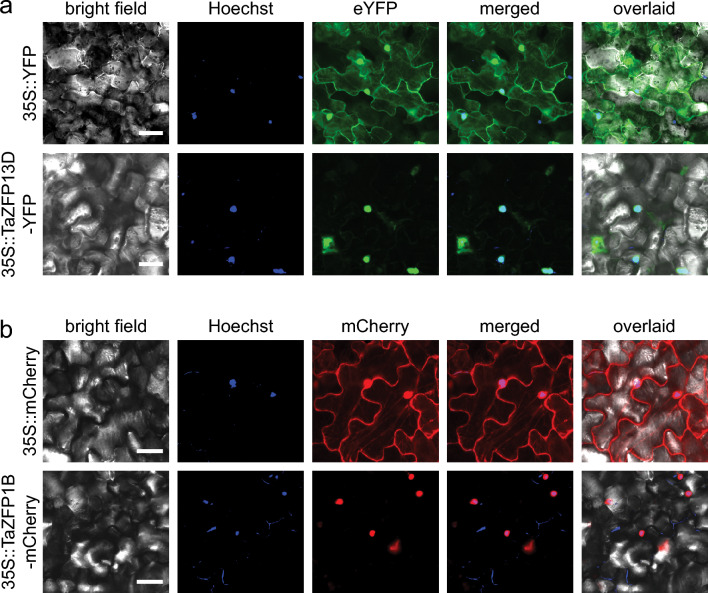
TaZFP13D and TaZFP1B subcellular localization. The TaZFP13D-eYFP chimeric protein or eYFP (**a**) and TaZFP1B-mCherry chimeric protein or mCherry (**b**) were transiently expressed by Agroinfection of *N. benthamiana* leaves. Fluorescence was captured by confocal imaging 2 days after infiltration, and nuclei were stained with Hoechst 33342. Scale bars represent 50 μm.

### TaZFP13D improves growth and drought tolerance

In a previous work, we used the four component BSMV system to overexpress (OEX) or down-regulate (siRNA) *TaZFP13D* expression in the wheat cultivar Atlas66 (Bouard and Houde 2022). The same vectors (Fig. 2a and b) and infection method were used to inoculate Atlas66 seeds for all experiments performed in the present study. To confirm that *TaZFP13D* expression level is modulated in BSMV-infected plants, *TaZFP13D* transcript abundance was quantified by qRT-PCR (Fig. 2c). As expected, a 7-day drought treatment of control plants (WT and empty vector plants) at the seedling stage increased the expression of the endogenous *TaZFP13D* gene by approximately 8-fold. Well-watered OEX plants showed a strong overexpression of *TaZFP13D* (11-fold increase) compared to well-watered control plants. In OEX plants, in which *TaZFP13D* transcript level is already high, drought treatment increased *TaZFP13D* expression by only 1.5-fold compared to OEX in well-watered condition. This difference in drought-induced up-regulation of *TaZFP13D* expression between WT and OEX plants (8X vs. 1.5X) suggests that a maximum threshold level of transcripts is reached. In contrast, silencing prevented accumulation of *TaZFP13D* transcripts after drought treatment, confirming that the siRNA efficiently targets the mRNA encoding this gene.

**Fig. 2:**
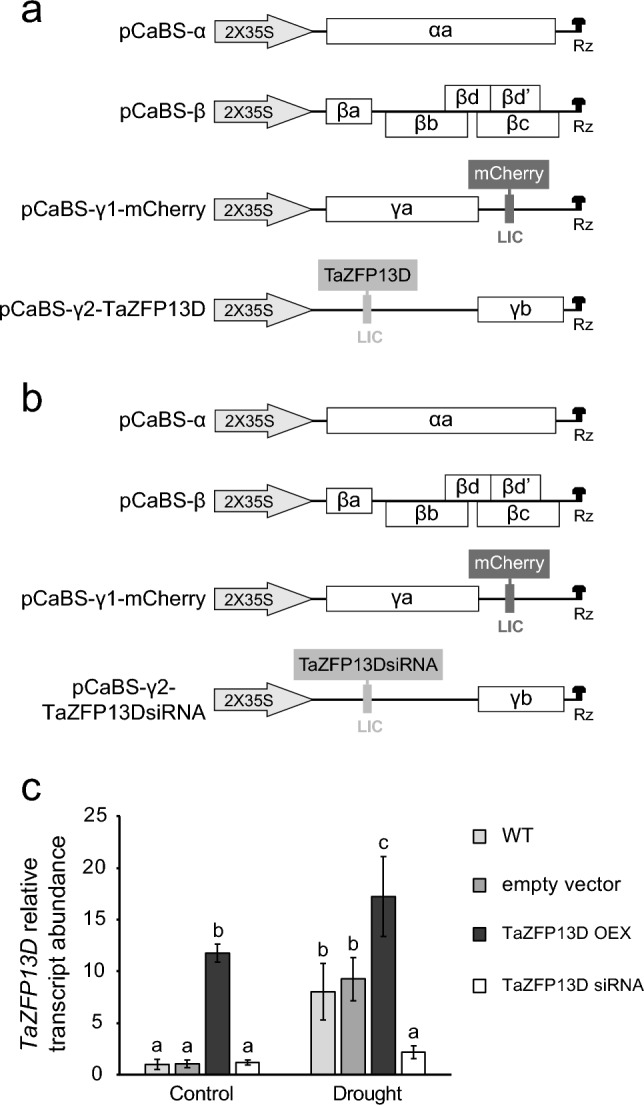
Modulation of *TaZFP13D* expression in the wheat cultivar Atlas66**. **Schematic representation of the four BSMV vectors used to prepare *N. benthamiana* soluble extracts for *TaZFP13D* overexpression (OEX) (**a**) and down-regulation (siRNA) (**b**) in the wheat line Atlas66. As infection control, plants were infected with viruses produced from the same vectors except that an empty pCaBS-γ2 vector (no sequence inserted in the LIC cloning site) was used (empty vector). Rz: ribozyme sequence; LIC: ligation independent cloning site. (**c**) The non-infected (WT) and empty-vector BSMV-infected plants were grown in well-watered condition for 21 days (Control), or for 14 days followed by a drought treatment performed by withholding water for 7 days (Drought). *TaZFP13D* expression levels were measured by qRT-PCR. Data are means +/− S.D. of three biological replicates, and statistical analysis was performed by one-way ANOVA followed by a Tuckey’s test (P < 0.05). Different letters indicate a statistical difference. See Online Resource 1 for primers.

We previously showed that *TaZFP13D* plants overexpressing this gene showed less wilting after a short term water stress (water withheld for 7 days) (Bouard and Houde 2022). To evaluate TaZFP13D’s capacity to minimize severe drought stress effects, plants were exposed to longer dehydration treatments (water withheld up to 14 days). After withholding water for 10 days, the drought-induced wilting phenotype was much less pronounced in OEX plants compared to WT and empty vector plants (Fig. 3a). On the opposite, leaf wilting was more severe in siRNA plants compared to WT and empty vector plants (Fig. 3a). The apparent increase in drought tolerance for OEX plants might be related in part to an overall effect of TaZFP13D on growth. Well-watered 24-day-old OEX plants looked bigger compared to the other types of plants (Fig. 3a), therefore biomass was quantitated as dry weight. Well-watered 24-day-old WT (99.1 mg/plant), empty vector (98.7 mg/plant) and siRNA plants (89.4 mg/plant) showed similar biomass, while OEX plants biomass production was significantly higher (145.2 mg/plant) (Fig. 3b). For all types of plants, withholding water for 10 days reduced biomass production but the decrease was less in OEX plants (104.7 mg/plant) compared to WT (61.8 mg/plant) and empty vector plants (67.1 mg/plant). On the opposite, biomass produced by drought-treated siRNA plants (44.1 mg/plant) was significantly decreased (Fig. 3b).

**Fig. 3:**
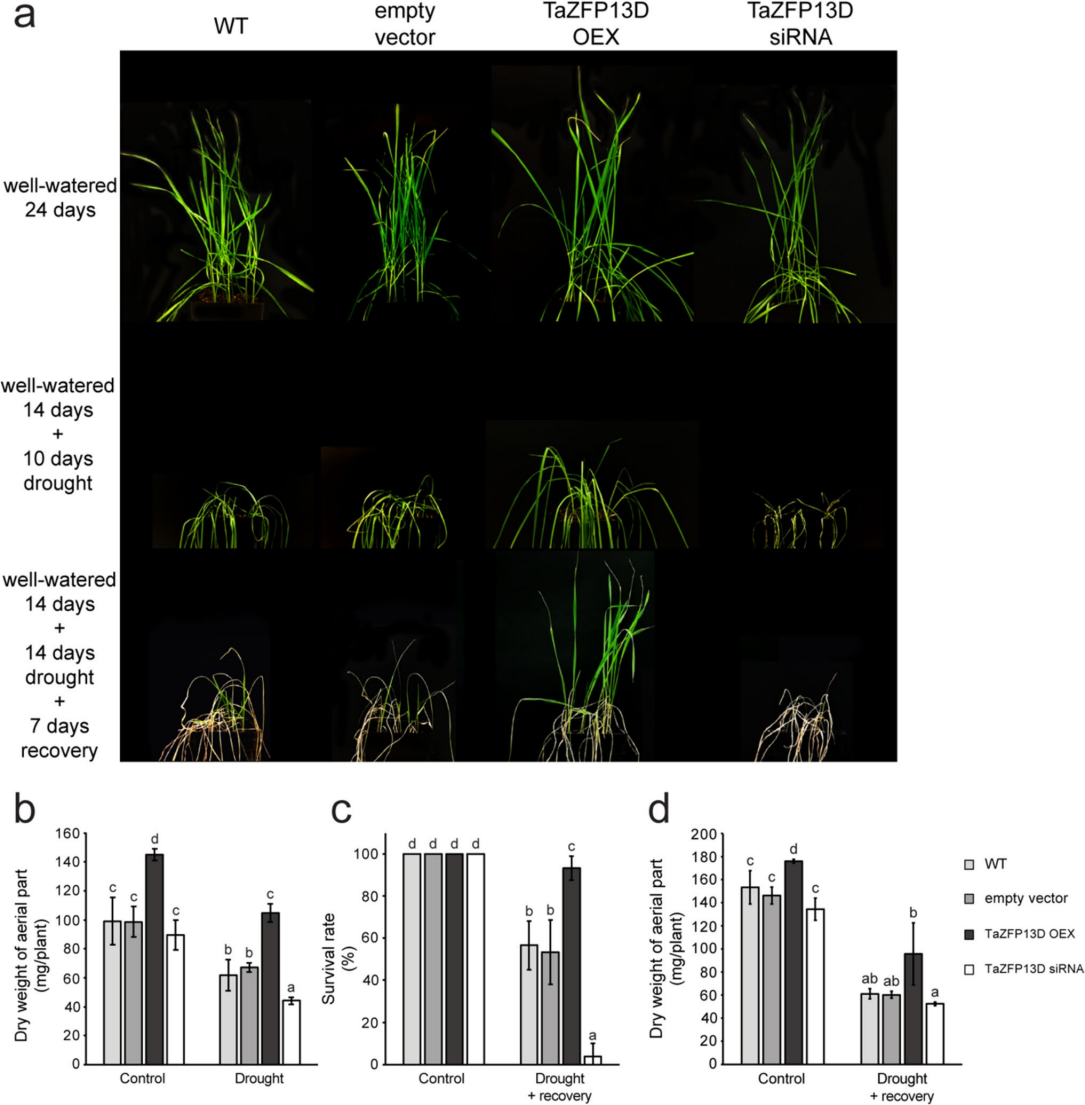
TaZFP13D positively regulates growth and drought tolerance in the wheat cultivar Atlas66*. TaZFP13D* expression was modulated in the wheat cultivar Atlas66 using the BSMV expression system. Plants were grown and treated under the conditions indicated on the figure. (**a)** Representative photographs of the plants. (**b)** Biomass production was assessed by quantifying the dry weight of the plants’ aerial parts. (**c)** For re-growth experiments, the survival rate was determined as the percentage of plants able to regrow after the recovery period. (**d)** Biomass production was determined after the recovery period. Data are means +/− S.D. of at least three biological replicates of groups of 10 plants, and statistical analysis was performed by a one-way ANOVA followed by a Tuckey’s test (*P* < 0.05). Different letters indicate a statistical difference.

The plants’ capacity to recover after a severe drought stress was also examined. Approximately half of the control plants (57% and 53% for WT and empty vector plants, respectively) survived after 14 days without water and 7 days of recovery (Fig. 3c). By contrast, the survival rate of OEX plants was almost unaffected (93% survival) by this stress, while a dramatic reduction (4% survival) was observed for siRNA plants (Fig. 3c). Additionally, OEX plants showed a remarkably superior re-growth capacity compared to the other types of plants (Fig. 3a). Consequently, 35-day-old OEX plants also showed a significantly higher dry biomass after drought recovery compared to the other types of plants (Fig. 3d).

### TaZFP13D reduces drought-induced ROS

The activity of antioxidant enzymes was measured in seedlings of the various wheat plants and conditions. SOD (Fig. 4a), APX (Fig. 4b) and CAT (Fig. 4c) activity was 2.5-3-fold higher in OEX plants compared to the other types of plants, under well-watered growth condition (control) and after 7 days of drought treatment (drought). Oxidative damage includes, among others, lipid peroxidation. This can be monitored by quantifying malondialdehyde (MDA), a by-product of lipid peroxidation. When grown under well-watered conditions, all types of plants showed a similar and stable MDA accumulation for all tested time points (Fig. 5a). Withholding water for 10-days significantly increased MDA accumulation in leaves by 4-fold in WT and empty vector plants (Fig. 5b). More importantly, the MDA level in OEX plants after 10 days of drought treatment was half the level observed in WT and empty vector plants, while siRNA plants had twice as much MDA compared to the controls (Fig. 5b). These results confirm that TaZFP13D is associated with a higher protection of plants against drought-induced oxidative stress.

**Fig. 4:**
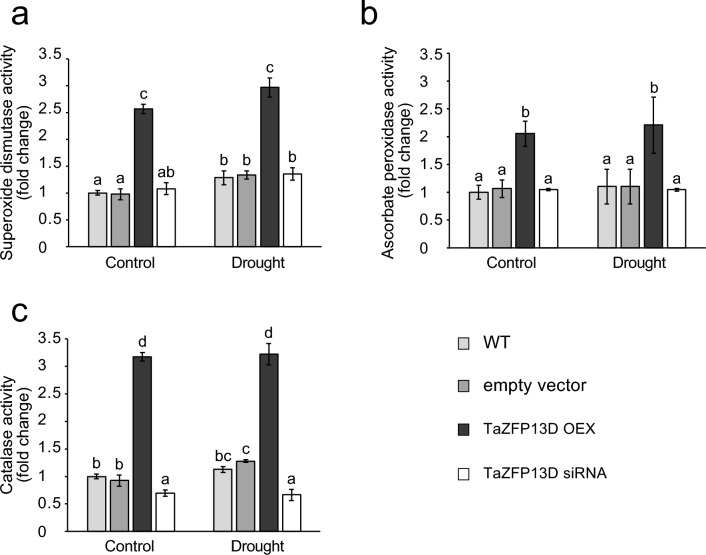
*TaZFP13D* overexpression improves antioxidant enzymes activity in the wheat cultivar Atlas66. **(a)** Superoxide dismutase (SOD), (**b**) ascorbate peroxidase (APX) and (**c**) catalase (CAT) enzymatic activities were determined in soluble extracts from second leaves of wild-type (WT), empty vector, *TaZFP13D* OEX and siRNA plants grown under well-watered conditions for 21 days (Control), or for 14 days then drought-treated for 7 days (Drought). Data are means +/− S.D. of three biological replicates, and statistical analysis was performed by one-way ANOVA followed by a Tuckey’s test (*P* < 0.05). Different letters indicate a statistical difference.

**Fig. 5:**
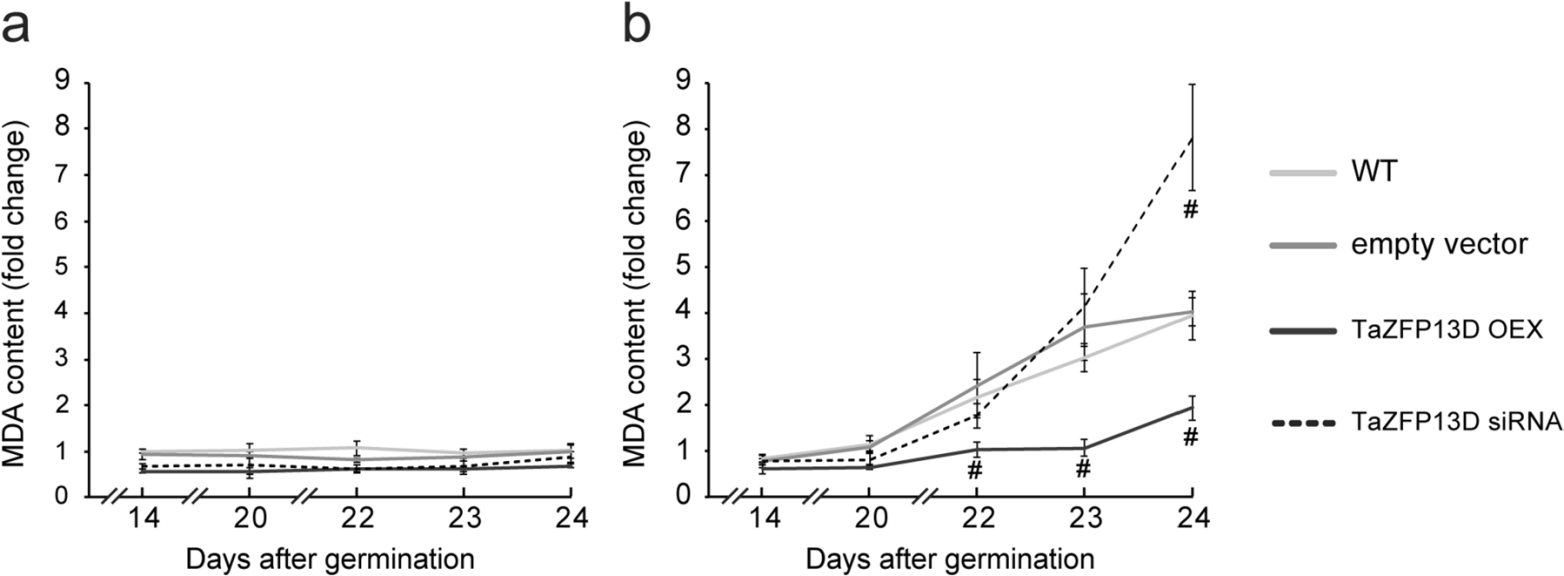
TaZFP13D overexpression reduces drought-induced oxidative damage to lipids in the wheat cultivar Atlas66. Malondialdehyde (MDA) content was quantified from leaf tissue samples harvested from wheat seedlings at different times over a 24-day period. Plants were grown under well-watered conditions for 24 days (**a**) or for 14 days under well-watered conditions followed by a drought treatment performed by withholding water for up to 10 days (**b**). MDA content (mmol per gram of dry weight tissue) was determined by TBARS. Data are means +/− S.D. of three biological replicates and statistical analysis was performed by one-way ANOVA followed by a Tuckey’s test (P < 0.05). The “#” symbol indicates a statistical difference compared to WT and empty vector plants.

### Transcriptome analyses

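The RNA came from second leaves of 21-day-old wheat of the cultivar Atlas66. The 4 plant types were wild-type (WT), plants infected with the empty Barley stripe mosaic virus vector, TaZFP13D OEX and TaZFP13D siRNA, either watered for 21 days or watered for 14 days and then left 7 days without water. 12 libraries were sequenced: in each watering 1 of WT, 1 of empty vector, 2 of OEX and 2 of siRNA, each from the leaves of 3 plants. The authors trimmed the reads, counted them per transcript with Salmon and normalized the gene totals with DESeq2. The deposited values are that normalized signal for 107411 genes in 8 columns, 1 per plant type and watering, so OEX and siRNA values each combine 2 libraries and WT and empty vector values come from 1. How the 2 were combined is not stated. Column totals were 22124728, 24759920, 27043393 and 22701044 for well-watered WT, empty vector, OEX and siRNA, and 23922288, 24086305, 24189538 and 22467852 in drought, so the columns of 2 libraries lie on the scale of those of 1, as a mean would. Here, differences were taken between values of log2(value + 1), over the 58414 genes with a value of at least 10 in at least 2 columns. A plant type was counted as standing apart in a gene when it lay at least 1.5 higher, or at least 1.5 lower, than each of the 3 other types of the same watering. Because the columns hold no replicates, the differences have no replicate check and no p-value is given. Adding 1 makes the differences of weakly expressed genes smaller than their ratios, no fold is given against a column listed at 0, and copies of a gene on the A, B and D genomes can share reads that Salmon has to divide.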

To better understand the function of TaZFP13D, we used RNA-Seq to identify DEGs in OEX and siRNA plants grown under well-watered (control) or drought conditions. The identified up- or down-regulated genes were grouped into 8 clusters and a unique gene number (#) was given to each DEG to facilitate referencing hereafter (Online Resource 2, Fig. 6a). 

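In well-watered leaves, OEX plants stood apart in 1209 genes, 347 higher and 862 lower, and siRNA plants in 626, 273 higher and 353 lower. Among the genes lowest in well-watered OEX was malate synthase (TraesCS2A02G345500), an enzyme of the glyoxylate cycle, listed at 0 in OEX against 83.3 and 76.4 in WT and empty vector. In drought, OEX stood apart in 457 genes, 128 higher and 329 lower, and siRNA in 408, 140 higher and 268 lower. The CBF transcription factor TaDREB53B (TraesCS5B02G311300) was among the lowest in drought siRNA plants, listed at 0 against 49.0, 26.9 and 32.2 in WT, empty vector and OEX. By the same size rule, WT stood apart in 1654 well-watered and 1513 drought genes and the empty vector in 1666 and 4590. With only genes of at least 100 in at least 2 columns, a setting chosen after the data were seen, well-watered OEX stood apart in 73 higher and 143 lower genes and drought OEX in 14 and 60. WT then stood apart in 149 watered and 371 drought genes and the empty vector in 231 and 1058, so that WT, above OEX in well-watered leaves before, lay below it.

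**Figure D1:**
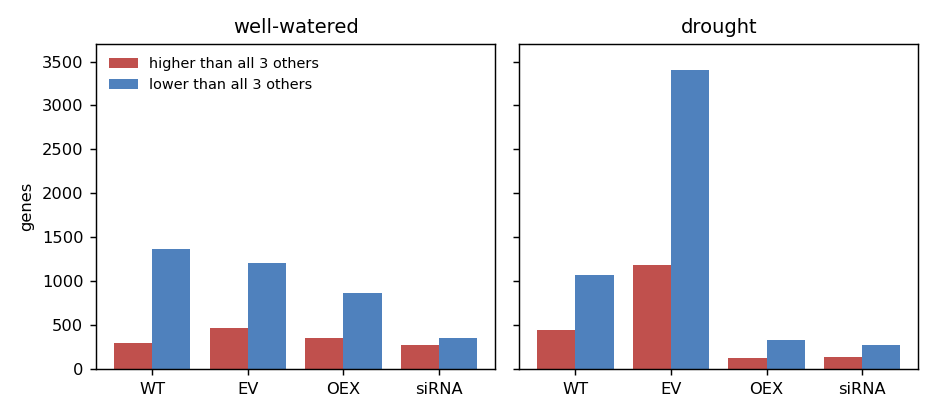
Genes in which 1 plant type lies at least 1.5 log2 units above or below all 3 other types of the same watering. WT and EV (empty vector) are single libraries, and OEX and siRNA each combine 2.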

Our selection of DEGs revealed that 442 (clusters 1, 2, 5 and 6) and 267 (clusters 3, 4, 7 and 8) non-redundant genes were differentially expressed in OEX and siRNA plants, respectively (Online Resource 2). The comparison of DEGs identified in OEX plants grown under well-watered (clusters 1 and 2) and drought conditions (clusters 5 and 6) reveals that only 1.8% of these are common, suggesting that TaZFP13D regulates different target genes under normal growth conditions and during drought stress. 

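Malate synthase (TraesCS2A02G345500) and isocitrate lyase (TraesCS2A02G219100), the paired enzymes of the glyoxylate cycle, were low in OEX plants in both waterings. In drought, malate synthase stood at 579.8 in WT, 546 in empty vector, 14.4 in OEX and 360.1 in siRNA plants, and isocitrate lyase at 637, 705, 21.9 and 335. By size alone, 33 genes set OEX apart in the same direction in both waterings, 4 higher and 29 lower, which is 2.04% of the genes found in either. That share was 4.70% without WT in the comparison, 2.65% without the empty vector and 6.40% with both as 1 group. Independent lists of these sizes would share 0.760 higher and 4.85 lower genes. Genes apart in opposite directions in the 2 waterings also exceeded such figures, 11 and 7 against 1.95 and 1.89. An excess over independent lists therefore does not by itself mark a shared direction. With all 4 types the share was 2.01% for WT, 4.62% for the empty vector and 0.786% for siRNA plants. Of the genes listed by the paper for OEX, 8 appear in both waterings, 0 of them as higher and 8 as lower.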

The expression level of these DEGs is illustrated on heatmaps, highlighting the expression pattern of each cluster (Fig. 6a). Based on annotation, DEGs were grouped into functional categories (Online Resource 2, Fig. 6b). This classification revealed that TaZFP13D mostly regulates genes involved in signal perception, signal transduction, transcriptional regulation, stress response and chloroplast regulation (Fig. 6b).

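In well-watered OEX plants, the chloroplast group of 22 higher genes had a median of 2.04 log2 units above the mean of WT and empty vector, the lowest member at 1.71. The 35 lower stress genes had a median of -3.58, the 14 lower receptor-like kinases -3.24, the 19 lower genes of biotic stress -3.17 and the 12 lower transcription factors -2.72. The carbohydrate group held 8 lower genes with a median of -3.63, and 11 genes of the chloroplast group were lower, with a median of -2.44. Over all 8 lists the paper has 709 entries, some genes being listed again in another list, and 671 of the entries passed the expression filter used here. All 671 met the size rule, and all 709 lay in the listed direction against each of the 3 other plant types. The lists were chosen by the study on these same libraries, so these counts are no independent evidence.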

**Fig. 6:**
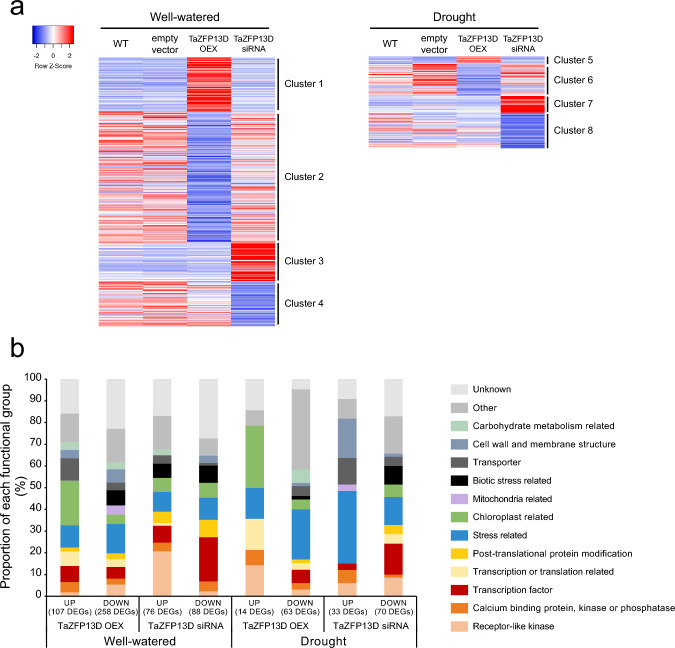
Differentially expressed genes in wheat lines that over- or underexpress *TaZFP13D*. The four types of plants (Wild-type, empty vector, *TaZFP13D* OEX and siRNA) were grown under well-watered conditions for 21 days (Well-watered) or for 14 days before withholding water for 7 days (Drought). RNA was extracted from leaf tissue samples and twelve mRNA libraries were generated and sequenced to identify differentially expressed genes (DEGs) in OEX and siRNA plants using the DESeq2 software. DEGs showing a Log 2-fold change ≥ 1.5 or ≤ − 1.5 with an adjusted p-value (FDR) < 0.001 compared to all other types of plants, cultivated in the same growth conditions were selected. (**a**) Heatmaps showing the expression pattern of each DEGs cluster. (**b**) Classification of the selected DEGs based on their functional annotation. UP: up-regulated; DOWN: down-regulated.

To identify the molecular and cellular functions responsible for the enhanced growth performances and drought tolerance conferred by TaZFP13D, we focused our analysis on DEGs identified in OEX plants (clusters 1, 2, 5 and 6) since it is the only type of plants exhibiting a significant improvement of these traits (Fig. 3). 

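The G-type lectin receptor kinase TraesCS6A02G301300 stood at 339 in WT, 193 in empty vector, 5.41 in OEX and 109 in siRNA plants, log2 -5.73 and -4.92 for OEX against the 2 controls. The MDIS1-interacting kinase TraesCS1B02G009800 stood at 433, 1242, 7.75 and 28.8, so siRNA plants were low as well. Among cysteine-rich kinases, which act in the perception of stress signals, TraesCS5D02G478700 was at 1.58 in OEX against 94.9 and 100.5 in the controls and TraesCS3D02G025200 at 36.8 against 197 and 128. Smaller differences were seen in the L-type lectin kinases TraesCS1B02G467700, at 307, 307, 86.5 and 387, and TraesCS2D02G129100, at 312, 495, 96.6 and 463. 2 kinases went the other way, such as the wall-associated kinase TraesCS6D02G395700, at 28.5 in OEX against 1.93 in WT and listed at 0 in the empty vector. In drought the first of these genes, TraesCS6A02G301300, stood at 2.78, 349, 5.83 and 61.6, so the empty vector was highest and siRNA plants next.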

Analysis revealed that many receptor-like kinases (RLKs) were down-regulated by *TaZFP13D* OEX in well-watered conditions (Fig. 6b and Online Resource 2, genes #108-121). Among these differentially expressed RLKs, known to be important in balancing plant growth and stress responses, we identified several members of the leucine-rich repeat RLKs (LRR-RLK), cysteine-rich kinases (CRK), lectin RLKs (LecRLK), and wall-associated kinase (WAK) sub-families. In addition, we identified several up- or down-regulated DEGs involved in signal transduction of stress responses (Fig. 6b and genes #3-7, #122-130), which are mediated by post-translational protein modifications like phosphorylation and secondary messengers such as calcium (Ca^2+^), inositol-1,4,5-trisphosphate (IP3) or H_2_O_2_ (Zhang et al. 2022). For example, some protein kinases belonging to the calcium-dependent protein kinase (CDPK) and the mitogen-activated protein kinase kinase kinase (MAP3K) families were differentially expressed (genes #6 and #122 respectively), concomitantly with several phosphatases like inositol polyphosphate 5-phosphatase (5PTase) and protein phosphatase 2C (PP2C) (genes #3 and #123 respectively). Moreover, three genes related to Ca^2+^ signaling were down-regulated in OEX plants (genes #126, #129-130). These DEGs are known to regulate stress responses and may modulate response sensitivity (Chen et al. 2021; Perera et al. 2008).

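Of the genes of this group, the calmodulin-binding proteins 60 D-like TraesCS5B02G098900 and TraesCS5A02G092800, which bind the calcium sensor calmodulin, were the most expressed of those lower in OEX. They stood at 955 in WT, 816 in empty vector, 204 in OEX and 727 in siRNA, and at 598, 552, 147 and 558. The phosphatase gene TaPP2C88 (TraesCS3A02G222800) stood at 37.6, 12.6, 2.47 and 34.9, and the MAP3K gene TraesCS1B02G384900 at 24.1, 15.6, 1.05 and 13.6. Higher in OEX were the ribose-phosphate pyrophosphokinase TraesCSU02G130100, at 47.2, 93.9, 339 and 62.2, and the hexokinase TraesCS2B02G016000, at 15.4, 19.3, 60.7 and 19.9. All 9 lower genes and 4 of the 5 higher genes passed the filter and met the size rule.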

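LUX-A (TraesCS3A02G526600) and its D-genome copy PHYTOCLOCK 1 (TraesCS3D02G531900), parts of the evening complex of the circadian clock, had the highest levels among the transcription factors raised in well-watered OEX. LUX-A stood at 303 in WT, 222 in empty vector, 1433 in OEX and 339 in siRNA plants. The stress factor TaASR22 (TraesCS3D02G517300) stood at 119, 57.8, 347 and 105, and HOX1 (TraesCS1D02G220900) at 20.7, 1.81, 87.5 and 28.9. On the lower side, TaWRKY92-D (TraesCS5D02G232900) was at 47.0 in OEX against 168 and 269.8 in the controls and JAMYB (TraesCS4D02G142900), a MYB factor, at 21.3 against 119 and 87.2. The bZIP genes TabZIP25 (TraesCS1D02G306000) and TabZIP210 (TraesCS7B02G075600) stood at 3.15 and 4.57 in OEX, log2 -1.94 and -1.86 against WT. All 8 higher and all 12 lower genes met the size rule. In drought, TaWRKY92-D stood at 9.06, 221, 68.0 and 46.1, with WT rather than OEX lowest.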

Several up- and down-regulated transcription factors were identified in OEX plants (Fig. 6b, genes #8-15 and #131-142, respectively). Among them, we identified DEGs belonging to families like dehydration-responsive element-binding protein (DREB), basic leucine zipper (bZIP), nuclear factor Y (NF-Y), myeloblastosis oncogene (MYB), abscisic acid-, stress- and ripening-induced (ASR), and genes encoding transcription factors containing the conserved WRKYGQK motif (WRKY). These transcription factor families are known to be an important part of stress response regulatory networks and often contain members that act as positive or negative regulators of stress tolerance (Hu et al. 2022).

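ALDH7B1 (TraesCS5D02G218400), an aldehyde dehydrogenase, stood at 427 in WT, 434 in empty vector, 58.6 in OEX and 548 in siRNA well-watered plants, log2 -2.84 and -2.87 for OEX against WT and empty vector. The chalcone synthase TraesCS2A02G035300, which opens flavonoid synthesis, stood at 646, 1491, 216 and 946. The late embryogenesis abundant gene TraesCS2B02G471600 stood at 24.6, 30.1, 0.263 and 19.7, and the glutathione S-transferase TraesCS1A02G186400 was listed at 0 in OEX against 28.9 and 24.1. Higher in OEX were alpha-dioxygenase 1 (TraesCS4A02G090200), at 52.1 against 2.27 in siRNA and 0 in both controls, and peroxidase 5-like (TraesCS4B02G347700), at 23.5 against 1.93 and 4.81. All 35 lower genes met the size rule, and of the 11 higher genes 8 passed the filter and met it. In drought, ALDH7B1 stood at 619.6, 11191, 1097 and 7624 and the late embryogenesis abundant gene at 13.0, 509, 62.9 and 284, so for both the empty vector and siRNA plants were high and WT was lowest.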

We identified several DEGs related to biochemical or metabolic stress responses in well-watered OEX plants (Fig. 6b, #16-26, #143-177). Many of these genes encode proteins associated with oxidative response and redox homeostasis like lipoxygenase, peroxidase, oxalate oxidase, cystathionine beta synthase (CBS) domain-containing protein, respiratory burst oxidase homolog protein B-like (RBOHB), thioredoxins (TRXs), aldehyde dehydrogenase, glutathione S-transferase and heat shock proteins (HSP). These results indicate that oxidative stress responses are modulated in OEX plants under normal growth conditions. More importantly, classification of DEGs into functional categories revealed that well-watered OEX plants up-regulated many genes related to chloroplast functions (Fig. 6b, genes #27-48). Many of these genes are involved in the production of key PETC protein complexes such as the NAD(P)H dehydrogenase (NDH) complex, which is known to have important functions for photosynthesis efficiency, growth, ROS regulation and adaptation to stress (Yamori and Shikanai 2016).

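All 22 of these genes were higher in well-watered OEX than in each other plant type by at least 1.5 log2 units. The best expressed was a Rubisco small chain gene (TraesCS2D02G065300), at 1288 in WT, 2137 in empty vector, 6622 in OEX and 1888 in siRNA. The 50S ribosomal protein L12 (TraesCS1D02G414900), of the chloroplast ribosome, stood at 167, 182, 677 and 224, and TIC 20-I (TraesCS2D02G207600), of the import channel of the inner envelope, at 38.5, 53.1, 169.9 and 53.4. In drought, whose libraries did not choose this list, the 22 genes had a median of 1.48 log2 units above the mean of WT and empty vector, higher than all 10000 random lists of equal size and matched expression, as a description of these libraries. Against WT alone the drought median was 0.45, with 18 genes higher, 4 lower and 0 at 1.5 or more (percentile 99.8), and against the empty vector alone it was 2.31. The drought empty vector itself lay below WT, with a median of -1.62 (percentile 0), so a difference between 2 control libraries also lay outside the random lists. The L12 gene stood at 163, 17.3, 323 and 99.3 in drought.

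**Figure D2:**
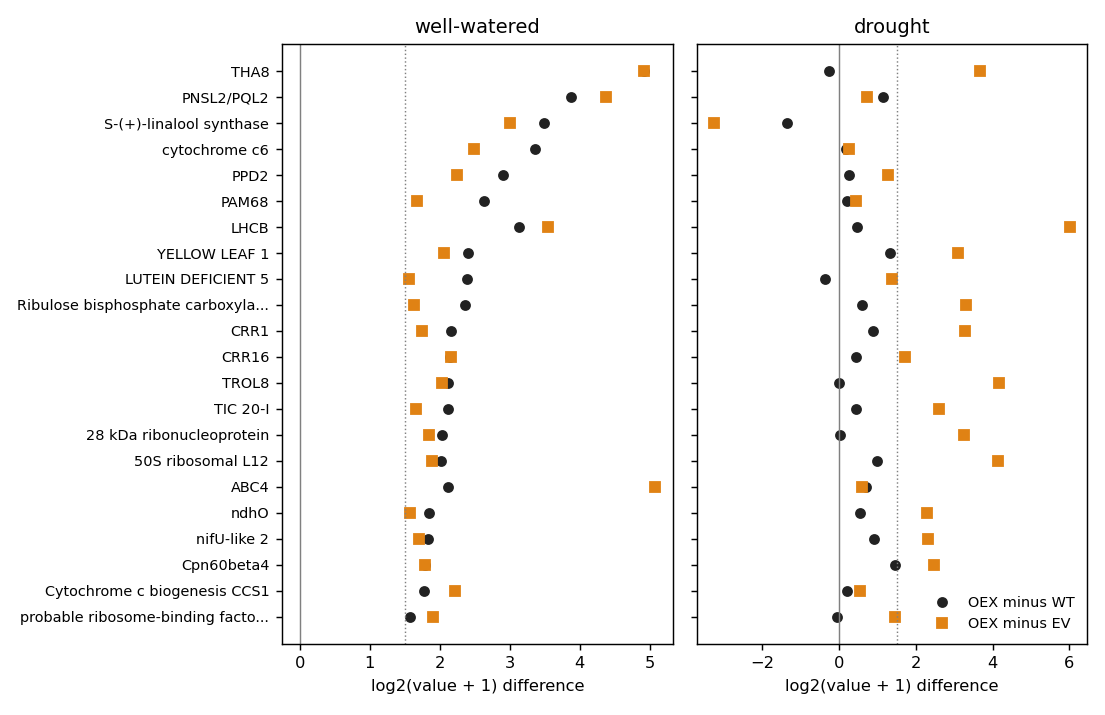
The 22 chloroplast genes listed as higher in well-watered OEX, as differences of log2(value + 1) from WT and from EV (empty vector). The dotted line marks 1.5. Where a control is listed at 0 (THA8 in both and ABC4 in EV when watered, LHCB in EV in drought), the position is set by the added 1. The genes were chosen on the well-watered libraries.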

As already mentioned, DEGs in OEX and siRNA plants were retained if their expression level was above the selected cut-off compared to all other types of plants cultivated under the same growth conditions. While drought treatment significantly increased *TaZFP13D* expression in control plants (WT and empty vector) by 8-fold, drought-treated OEX plants only showed a 1.5-fold increase compared to drought-treated control plants (Fig. 2c). Thus, it is not surprising that the number of DEGs identified in drought-treated OEX plants is reduced (77 DEGs, Online Resource 2) compared to well-watered ones (365 DEGS, Online Resource 2). Among these 77 DEGs, we identified up-regulated genes encoding Rubisco small chain (RBCS) and Rubisco Activase (RCA) B (#533-535). In addition, several DEGs related to the drought response were up-regulated. These include genes involved in important mechanisms required for cellular adaptation to drought like stomatal closure (#532) or cell wall loosening (#538). 

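The gene with the lowest drought level in OEX relative to the other types was a berberine bridge enzyme-like gene (TraesCS1A02G424100), of a family of oxidases, at 212 in WT, 733 in empty vector, 1.47 in OEX and 508 in siRNA plants. A cytochrome P450 71A1 gene (TraesCS3D02G160300) was next, listed at 0 in drought OEX against 30.5 and 40.6 in WT and empty vector. Its place in this order rests on the 1 added to each value. Of the 365 genes listed for well-watered OEX, 354 met the size rule here, and of the 77 listed for drought OEX, 77 did. The study chose both lists on these libraries. Without the empty vector in the comparison, the drought OEX counts were 251 higher and 524 lower genes, and without WT 1294 and 1863.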

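In drought, the Rubisco small chain gene TraesCS2B02G079200 stood at 27.8 in WT, 23.3 in empty vector, 304 in OEX and 47.2 in siRNA plants, and TraesCS2A02G067100 at 46.7, 5.97, 183 and 10.0. For OEX these are log2 3.41 and 1.95 against WT, and 3.65 and 4.72 against the empty vector. Rubisco activase, which frees the enzyme from inhibitory sugar phosphates, was log2 2.46 and 3.09 higher. When watered, both small chain genes were also higher in OEX, at 171, 242, 843 and 356 and at 49.1, 167, 330.0 and 148, while Rubisco activase was highest in the empty vector, at 7428 against 6629 in OEX.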

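SCAB1 (TraesCS5D02G058900), an actin-binding protein of guard cells, stood at 41.5 in WT, 5.40 in empty vector, 128 in OEX and 33.6 in siRNA drought plants, log2 1.60 above WT and 4.33 above the empty vector. When watered it was alike in the 4 types, at 26.4, 26.4, 26.8 and 19.0. Expansin-B11 (TraesCS6A02G249300), of a family that loosens cell walls, was at 24.6 in drought OEX. It met the size rule, as did all 14 genes of the paper's higher drought OEX list, which was chosen on these libraries. A value this low rests on few reads.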

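The small heat shock protein gene TaSHSP.123 (TraesCS6D02G295500) stood at 239.9 in WT, 295 in empty vector, 44.9 in OEX and 173 in siRNA well-watered plants and at 11.1, 10.8, 0.491 and 14.5 in drought. The chloroplast DnaJ genes TaHSP40.10 (TraesCS1A02G349900) and TaHSP40.24 (TraesCS1B02G364200), which assist other chaperones, were listed at 0 in well-watered OEX, against 35.7 and 70.8 and 26.0 and 87.8 in WT and empty vector. In drought the 2 DnaJ genes stood at 12.3 and 11.6 in OEX, log2 -2.91 and -3.43 against WT.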

Concomitantly, we identified several genes encoding HSPs (#171, #197, #198) that were down-regulated in both well-watered and drought-treated OEX plants. These genes are known to be up-regulated in response to ROS, suggesting that levels of these molecular species are reduced in OEX plants. These results support that drought stress intensity was mitigated in OEX plants, which is in accordance with the plant’s drought stress tolerance phenotype (Fig. 3).

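Between drought and watered leaves, 6265 genes differed by at least 1.5 log2 units in OEX plants, against 9758 in WT, 13549 in the empty vector and 8856 in siRNA plants. OEX columns combine 2 libraries and those of WT and empty vector hold 1, and whether this lowers the OEX count below the controls stays open. Whether OEX leaves were less far along a shared drought response was not settled by slopes on the responses of other types. Against WT the slopes did not fall, 0.0723 and 0.107 on the empty vector and siRNA responses. A drought effect of infection shared by OEX, empty vector and siRNA plants would raise them as well. Against the empty vector they were 0.107 and -0.353, and against siRNA 0.0140 and -0.232, so both signs occurred. The paper proposes from the heat shock protein genes that reactive oxygen species were lower in OEX plants, and proposes that their drought stress was milder. It sets this beside their drought tolerance, and it also measured higher antioxidant enzyme activity and less lipid damage in drought in OEX plants. Those measurements are not among the values here. The chalcone synthase TraesCS2A02G035300 stood at 38.4, 181, 2.94 and 32.9 in drought, lowest in OEX. Its level was lower in drought than when watered in every plant type, so its low level in OEX does not speak for milder stress. Some other stress genes were lowest in WT, such as the GDSL lipase TraesCS3A02G025400, at 9.72, 540.0, 56.2 and 219, where the empty vector and siRNA plants were high. In the paper's lists for drought OEX, the stress group held 15 lower genes, with a median of -3.09 against the mean of WT and empty vector. It also held 3 higher genes, with a median of 2.68. The study chose those lists on these libraries. The 257 genes listed as lower in well-watered OEX that passed the filter had a drought median of 0.01 against WT (percentile 44.9) and -0.94 against the empty vector, which itself stood 0.95 above WT.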

To confirm the expression patterns observed in the RNA-Seq data, we have selected key DEGs based on their functions (see discussion) and validated their expression by qRT-PCR using three new biological replicates for each plant type and condition (Fig. 7). This analysis confirmed the expression patterns for all tested genes (Fig. 7). Supporting this observation, the evaluation of the correlation between expression levels obtained from RNA-Seq and qRT-PCR data (Online Resource 3) showed a good Pearson correlation coefficient (*r* = 0.79). However, slight variations in relative expression level were detected between RNA-Seq and qRT-PCR data, which impact the strength of the model (R^2^ = 0.63).

**Fig. 7:**
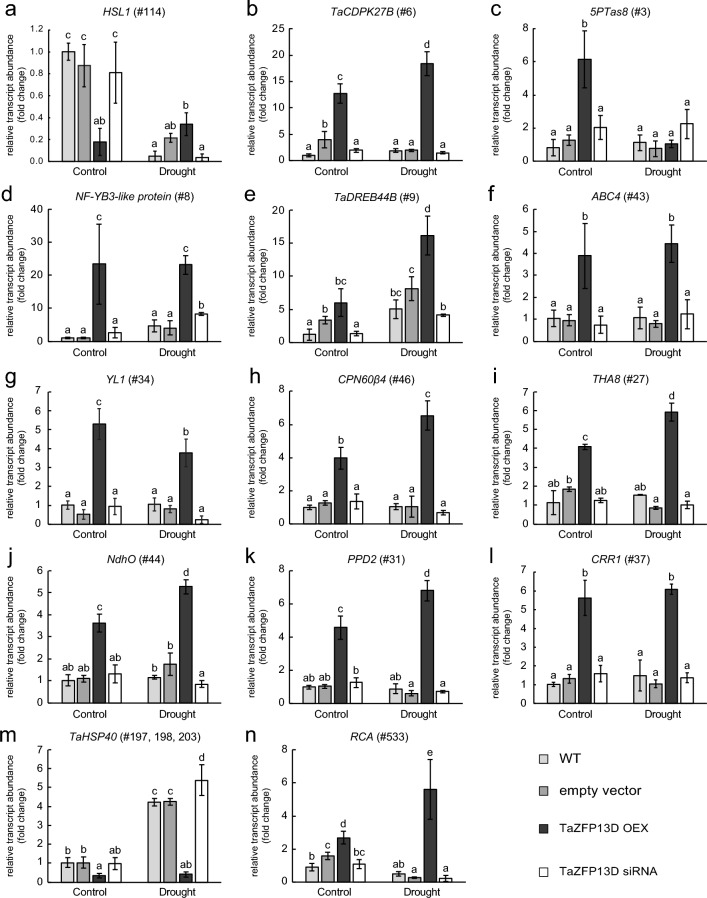
qRT-PCR validation of selected differentially expressed genes identified by RNA-Seq. To confirm the expression data obtained from the RNA-Seq analysis, 3 new biological replicates were generated for each type of plants: wild-type (WT), empty vector, *TaZFP13D* OEX and siRNA. Plants were grown and treated as described in Fig. 2 and the second leaves were harvested. Total RNA was extracted, reverse-transcribed and used for qRT-PCR analysis of selected genes. (**a**)_ HSL1: HAESA-Like 1. (**b**) CDPK: calcium-dependent protein kinase. (**c**) 5PTase8: inositol polyphosphate 5-phosphatase 8. (**d**) NF-YB: nuclear factor Y subunit B. (**e**) DREB: dehydration-responsive element-binding protein. (**f**) ABC4: DHNA-phytyltransferase. (**g**) YL1: Yellow Leaf protein 1. (**h**) CPN60: chaperonin 60 subunit b4. (**i**) THA8: thylakoid assembly protein 8. (**j**) NdhO: NAD(P)H dehydrogenase subunit O. (**k**) PPD2: PsbP domain-containing protein 2. (**l** CRR1: chlororespiratory reduction protein 1. (**m**) HSP: heat shock protein. (**n**) RCA: Rubisco Activase B. The high similarity between the homoeologous genes in (**d**), (**j**)**, **(**k**) and (**n**) did not allow for the design of specific primer pairs, therefore sub-genome copies A, B and D were measured concomitantly. The gene numbers indicated in each panel (#) refer to the gene numbers in Online Resource 2. See Online Resource 1 for primers and targets. Data are means +/− S.D. of three biological replicates, and statistical analysis was performed by one-way ANOVA followed by a Tuckey’s test (P < 0.05). Different letters indicate a statistical difference.

## Discussion

### TaZFP13D improves growth and drought tolerance

In this work, we aimed to characterize the function of the TaZFP13D transcription factor using plants that over- (OEX) and underexpress (siRNA) the corresponding gene. *TaZFP13D* OEX plants showed increased growth under well-watered growth conditions and drought stress compared to WT and empty vector plants, suggesting a better carbon assimilation capacity under these growth conditions. Our results demonstrate that TaZFP13D improves drought tolerance and strongly increases survival rates and recovery after a severe drought treatment (Fig. 3). As expected, siRNA plants were more sensitive to drought, indicating that TaZFP13D function is essential for drought tolerance and that the decrease in transcript level cannot be significantly compensated by other wheat genes (Fig. 3).

The transcriptome analysis performed in this study allowed the identification of many genes regulated by TaZFP13D (Online Resource 2, Fig. 6). Comparison of the DEG clusters revealed that TaZFP13D regulates almost completely different gene subsets under well-watered conditions and during drought stress. This shift in TaZFP13D activity could depend on the interaction partners present under either well-watered or drought conditions. Another possibility is that post-translational modifications (PTMs) could occur in one of the growth conditions but not in the other. One of these possible PTMs that might occur during drought is phosphorylation, since we identified several putative phosphorylation sites on TaZFP13D (Bouard and Houde 2022). Considering this difference in genes regulated by TaZFP13D between growth conditions, transcriptome modifications under well-watered and drought conditions will be discussed separately. Based on functional annotation, we showed that many DEGs are involved in signal perception, signal transduction, regulation of gene expression, stress response or chloroplast regulation (Fig. 6b). These processes are important for the plant’s responses to stress and may play a role in stress tolerance (Zhang et al. 2022). However, many of these DEGs have not yet been characterized in wheat or in a drought context even though many of them belong to stress-related gene families. For this reason, we focused on DEGs (or their close relatives) which have been functionally characterized by gene overexpression or knock-down/knock-out experiments in wheat or other model species to better understand TaZFP13D function in the growth improvement and drought tolerance observed in OEX plants. A model illustrating relevant changes in gene expression mediated directly or indirectly by TaZFP13D is proposed to support the discussion (Fig. 8).

**Fig. 8:**
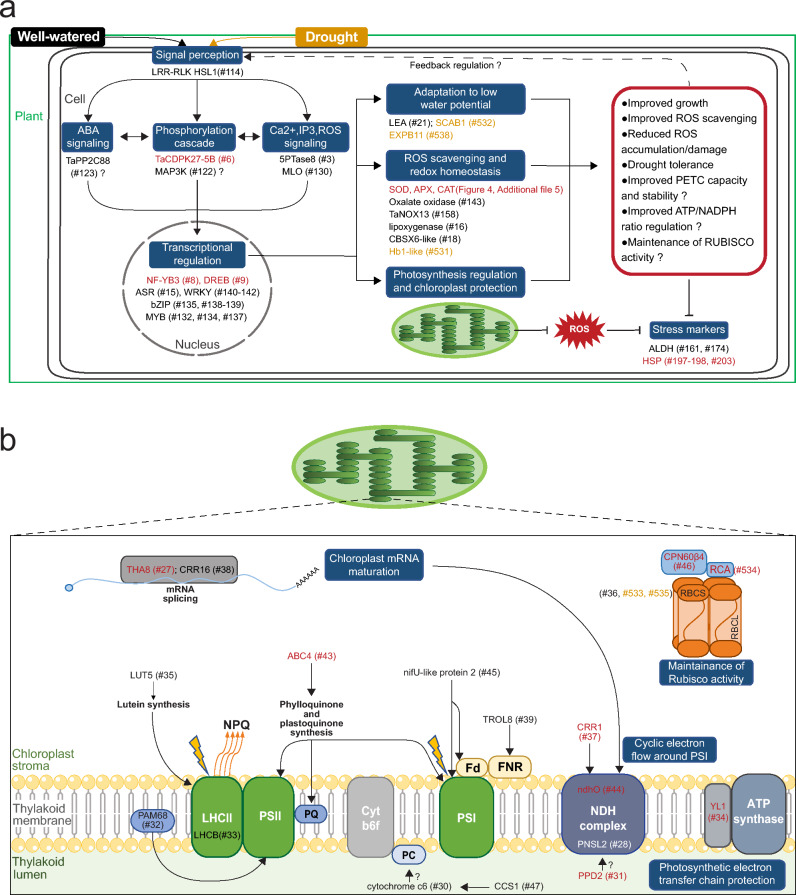
Model summarizing putative TaZFP13D-dependent molecular, biochemical and physiological events. Illustration of major changes in gene expression regulated by TaZFP13D (**a**). A more detailed illustration is presented for genes associated with chloroplast structure or function (**b**). The symbol (#) refers to the gene numbers in Online Resource 2. Genes illustrated in black and orange were respectively identified under well-watered and drought conditions, while genes illustrated in red are differentially expressed under both conditions. Black arrows indicate known functions, based on previous characterization of similar genes. LRR-RLK HSL1: leucine-rich repeat receptor-like kinase HAESA-Like 1, ABA: abscisic acid, PP2C: protein phosphatase 2C, CDPK: calcium-dependent protein kinase, MAP3K: mitogen-activated protein kinase kinase kinase, Ca^2+^: calcium, IP3: Inositol-1,4,5-trisphosphate, ROS: reactive oxygen species, 5PTase: inositol polyphosphate 5-phosphatase, MLO: Mildew Resistance Locus-like protein 1, NF-YB: nuclear factor Y subunit B3-like protein, DREB: dehydration-responsive element-binding protein, ASR: abscisic acid-, stress- and ripening-induced, WRKY: transcription factors containing the conserved WRKYGQK motif, bZIP: basic leucine zipper, MYB: myeloblastosis oncogene, LEA: late embryogenesis abundant protein, SCAB1: stomatal closure-related actin-binding protein 1, EXPB11: β-expansin11, SOD: superoxide dismutase, APX: ascorbate peroxidase, CAT: catalase, NOX: NADPH-oxidase respiratory burst oxidase homolog protein B-like, CBSX: cystathionine beta synthase domain-containing protein, Hb1-like: non-symbiotic hemoglobin 1-like, PETC: photosynthetic electron transport chain, NADPH: reduced nicotinamide adenine dinucleotide phosphate, ALDH: aldehyde dehydrogenase, HSP: heat shock proteins, THA8: thylakoid assembly protein 8, CRR: chlororespiratory reduction protein, RNP: ribonucleoprotein, WTF1: What’s this factor 1, PPR: pentatricopeptide repeat protein, LUT: lutein, PAM68: photosynthesis affected mutant protein 68, LHC: Light-Harvesting Complex, ABC4: 2-carboxy-1,4-naphthoquinone phytyltransferase, PS: photosystem, PQ: plastoquinone, Cyt b6f: Cytochrome b6f, PC: plastocyanin, CCS1: Cytochrome c biogenesis protein 1, TROL8: thylakoid rhodanese-like protein 8, Fd: ferredoxin, FNR: ferredoxin:NADP^+^ oxidoreductase, NDH: NAD(P)H dehydrogenase complex, PNSL2: photosynthetic NDH subunit of lumenal location 2, PPD2: PsbP domain-containing protein 2, YL1: Yellow Leaf protein 1, Rubisco: ribulose-1,5-bisphosphate carboxylase/oxygenase, RBCS: Rubisco small chain, RBCL: Rubisco large chain, RCA: Rubisco Activase B, CPN60: chaperonin 60 subunit b4.

### Modulation of gene expression in OEX plants under well-watered conditions

#### Signal perception and transduction

Under well-watered growth conditions, many RLKs belonging to LRR-RLK, CRK, LecRLK, and WAK sub-families are differentially expressed in OEX plants (Fig. 6b and Online Resource 2). There is increasing evidence that these RLK sub-families are important for signal perception and play crucial roles in balancing growth and stress responses (with positive and negative regulators), including oxidative and drought stresses (Ye et al. 2017; Zhu et al. 2023). However, the RLK family is extremely vast, and characterization of specific RLK function is difficult due to sequence similarity between members, interactions with co-receptors, and cross-talks between environmental adaptation responses. Thus, many RLKs have not been characterized in wheat, including most of the differentially expressed RLKs identified in this study. Among the characterized RLKs, we identified a gene coding for HAESA-Like 1 (HSL1) receptor-like protein kinase (#114) that is down-regulated in well-watered OEX plants (Online Resource 2, Figs. 7a and 8a). 

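HSL1 (TraesCS3B02G310100), a receptor kinase of the family that senses small peptides, stood at 30.8 in WT, 33.7 in empty vector, 2.72 in OEX and 30.5 in siRNA plants when watered. For OEX this is log2 -3.10 against WT, -3.22 against the empty vector and -3.08 against siRNA. In drought it was listed at 0 in WT, with 20.3, 1.47 and 6.04 in the others.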

Previous work demonstrated that HSL1 is important for stomatal development in Arabidopsis (Qian et al. 2018). Reducing stomata density, a common response to drought, increases dehydration tolerance since transpiration rate and soil drying are decreased (Dunn et al. 2019). Interestingly, these authors showed that there is no loss in plant productivity when stomatal density is moderately reduced (Dunn et al. 2019). This suggests that TaZFP13D could be involved in decreasing stomatal density under well-watered conditions, and may participate in improving water use efficiency under well-watered conditions. This could also help OEX plants to better tolerate drought conditions.

A transient increase in cytosolic Ca^2+^ is an early step in the sensing of many stresses, which is decoded by calcium-binding proteins (Allan et al. 2022; Xu et al. 2022). We identified a down-regulated gene coding for a Mildew Resistance Locus (MLO)-like protein 1 (#130) in OEX plants, while the same gene (#130) and another gene coding for a similar protein (#383) are up-regulated in siRNA plants (Online Resource 2). 

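The MLO-like gene TraesCS2B02G097800, of a family of membrane proteins best known from powdery mildew susceptibility, stood at 75.1 in WT, 87.8 in empty vector, 22.2 in OEX and 284 in siRNA well-watered plants. TraesCS2D02G081400, the second such gene, stood at 81.3, 25.6, 7.00 and 267. In drought siRNA plants were highest in neither gene, with 7.40, 16.7, 26.4 and 13.4 for the first and 11.8, 32.9, 18.4 and 9.73 for the other.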

The MLO gene family members encode stress-responsive transmembrane calmodulin-binding proteins (Pépin et al. 2021; Piffanelli et al. 2002), and a previous study showed that pepper CaMLO2 is a negative regulator of ABA sensitivity and drought tolerance (Lim and Lee 2014). This suggests that TaZFP13D negatively regulates these MLO-like protein 1 and may thus increase ABA-sensitivity in OEX plants (Fig. 8a). Additionally, we identified an up-regulated CDPK (#6) in OEX plants (Online Resource 2, Fig. 7b). This gene family is involved in Ca^2+^-dependent stress sensing, and plays a key role in abiotic stress tolerance (Atif et al. 2019). For example, characterization of TaCDPK34 in wheat highlighted its positive role in drought tolerance (Li et al. 2020). 

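TaCDPK27B (TraesCS5B02G109300), a kinase switched on by calcium, stood at 39.5 in WT, 45.7 in empty vector, 193 in OEX and 49.7 in siRNA well-watered plants, log2 2.26 and 2.06 for OEX against WT and empty vector. In drought the values were 69.4, 21.5, 86.3 and 41.2.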

Another study demonstrated that TaCDPK27B (#6) is important for salt tolerance and stress-induced ROS protection in wheat (Yue et al. 2022). Up-regulation of this gene in OEX plants may contribute to the increased ROS scavenging enzyme activities (Fig. 4).

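The inositol phosphatase gene 5PTase8 (TraesCS1B02G052100), whose enzyme removes the IP3 signal, was weakly expressed: 24.0 in well-watered OEX, 1.63 in siRNA and listed at 0 in WT and empty vector. In drought it stood at 5.55 in WT, 0 in empty vector, 1.96 in OEX and 4.39 in siRNA.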

A gene encoding a 5PTase8 (#3) is up-regulated in well-watered OEX plants (Online Resource 2 and Fig. 7c). IP3 is another well-known secondary messenger involved in Ca^2+^ and ABA signaling, as it can be hydrolyzed by 5PTases (Jia et al. 2019). Several 5PTases were associated with abiotic stress tolerance in Arabidopsis, including oxidative stress and drought. For example, overexpression of a mammalian type 1 5PTase in Arabidopsis alters Ca^2+^ and ABA signaling, which improves drought tolerance, stomatal response to ABA, and DREB gene expression (Perera et al. 2008). Similarly, overexpression of 5PTase in tomato improves biomass production under well-watered growth conditions, while water loss is decreased upon drought treatment (Khodakovskaya et al. 2010). Up-regulation of a 5PTase8 (#3) in OEX plants suggests that *TaZFP13D* overexpression may improve IP3 hydrolysis and contribute to improve biomass production, ROS scavenging and ABA sensitivity in this type of plant (Figs. 3, 4 and 8a).

#### Transcriptional reprogramming

It is well known that drought stress response and tolerance are mediated by a regulatory network controlled by many transcription factor families like DREB, bZIP, NF-Y, MYB, ASR or WRKY (Hrmova and Hussain 2021; Hu et al. 2022). Additionally, drought response is tightly associated with hormonal growth regulation, which mainly involves ABA and cross-talks with other phytohormones like salicylic acid, brassinosteroid, ethylene or jasmonate (Iqbal et al. 2022; Muhammad Aslam et al. 2022). Consistently, most of the differentially expressed transcription factors identified belong to these families (Online Resource 2 and Fig. 8a) and may be important to properly regulate many effectors involved in stress response. However, the function of specific members in wheat remains poorly understood. Nevertheless, well-watered OEX plants have an up-regulated gene coding for a nuclear factor Y subunit B (NF-YB)-3-like protein (#8) (Fig. 7d), which may contribute to the observed phenotype since overexpression of closely related NF-YB proteins improves drought tolerance, ROS scavenging enzymes activities, photosynthetic rate, and ABA-mediated closure in Arabidopsis, tobacco, soybean, and maize (Nelson et al. 2007; Sun et al. 2022; Zhang et al. 2015; Zhao et al. 2022). In addition, OEX plants also up-regulate TaDREB44B (#9) (Online Resource 2, Figs. 7e and 8a), which belongs to the well-known DREB/CBF family involved in dehydration response and drought tolerance (Niu et al. 2020). 

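The NF-YB gene TraesCS2D02G358300, of a family of CCAAT-binding transcription factors, stood at 2.89 in WT, 0 in empty vector, 199 in OEX and 46.3 in siRNA well-watered plants. Its A copy (TraesCS2A02G359400) stood at 15.9, 9.63, 268 and 128 and its B copy (TraesCS2B02G378700) at 9.63, 15.6, 242 and 87.1, so siRNA plants also lay above both controls in all 3 copies. In drought the D copy was highest in WT, at 173, 37.0, 86.0 and 75.2, as were the A copy, at 500.2, 80.6, 204 and 250.4, and the B copy, at 333, 115, 200.2 and 204. The paper measured the 3 copies together by qRT-PCR on new replicates. It reports NF-YB as differentially expressed in drought as well, from values that are not among those here.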

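When watered, TaDREB44B (TraesCS5B02G312000) stood at 7.22 in WT, 30.1 in empty vector, 108 in OEX and 33.0 in siRNA plants, log2 3.73 above WT and 1.82 above the empty vector. Drought levels were 71.3, 276, 94.7 and 65.4, with the empty vector highest. By qRT-PCR on new replicates the paper reports this gene, too, as differentially expressed in drought.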

The overexpression of this gene in well-watered plants may be related to the greater ABA sensitivity suggested above and may contribute to improve the drought response.

#### Photosynthesis regulation and chloroplast protection

Considering the crucial functions of chloroplasts in growth regulation and ROS production, genes genes encoding proteins involved in chloroplast functions particularly caught our attention since they constitute the largest group of up-regulated genes in *TaZFP13D* OEX plants (Fig. 6b).

Among these up-regulated genes, we identified an upregulated Chlorophyll a/b binding protein of light-harvesting complex (LHC) II type 1-like (#33) in well-watered OEX plants (Online Resource 2, Fig. 8b). 

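This LHCB gene (TraesCS1B02G388200), for a chlorophyll-binding antenna protein of photosystem II, stood at 27.4 in WT, 20.5 in empty vector, 249 in OEX and 27.8 in siRNA well-watered plants. In drought it stood at 45.3 in WT, 63.3 in OEX and 1.55 in siRNA and was listed at 0 in the empty vector.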

Chlorophyll a/b binding proteins (also known as CABs or LHCBs) are pigment-binding proteins that are part of the photosystem antennas and play a crucial role in harvesting light for photosynthesis and redirecting excess energy as heat (non-photochemical quenching, NPQ), depending on cell demand (Mascoli et al. 2019). Previous work demonstrated that LHCB overexpression in Arabidopsis or tobacco increases biomass production in normal growth conditions and increases NPQ under high light treatment (Aghdasi et al. 2012; Labate et al. 2004). Moreover, it has been shown that drought tolerant wheat cultivars accumulate more LHCB at the transcriptional and protein levels in both well-watered growth conditions and upon drought treatment (Liu et al. 2006). Similarly, OEX plants up-regulate CYP97A3 (#35), also known as Lutein Deficient 5 protein (LUT5) in Arabidopsis, involved in lutein synthesis (Kim and DellaPenna 2006). 

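LUT5 (TraesCS6D02G377900) stood at 50.1 in WT, 89.6 in empty vector, 266 in OEX and 89.8 in siRNA plants when watered, log2 2.39 above WT and 1.56 above the empty vector. In drought WT was highest, at 200.4, 59.1, 156 and 92.3.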

When bound to LHCBs, lutein stabilizes the antenna protein structure and participates in light harvesting (Jahns and Holzwarth 2012). In addition, lutein has been reported to play an important role in NPQ (Li et al. 2009; Mascoli et al. 2019) and photoprotection (Dall’Osto et al. 2006), suggesting that TaZFP13D improves NPQ, photosystems protection, and thus photosynthetic efficiency through improved Chlorophyll a/b binding protein and lutein synthesis (Fig. 8b). We also identified an up-regulated gene coding for a photosynthesis affected mutant (PAM) 68 protein (#32). 

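PAM68 (TraesCS1A02G185200), an assembly factor of photosystem II, stood at 57.8 in WT, 113 in empty vector, 363 in OEX and 85.7 in siRNA well-watered plants and at 196, 166, 226 and 162 in drought.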

Previous work in Arabidopsis showed that PAM68 mutation severely impacts growth, PSII assembly and activity (Armbruster et al. 2010). More precisely, PAM68 is involved in D1 protein biogenesis and PSII core protein stability (CP43 and CP47 accumulation) (Armbruster et al. 2010). It is well known that D1 protein is the most susceptible site of oxidative damages within the PETC, even under normal growth conditions, due to the water oxidation property of PSII (Kale et al. 2017; Li et al. 2018). In addition, plants constantly replace damaged D1 proteins, which involves substantial synthesis of this protein. However, this process is inhibited by ROS overproduction, which leads to photo-inhibition (Gururani et al. 2015). This suggests that *TaZFP13D* overexpression contributes to PSII protection and improvement of photosynthesis by increasing D1 biosynthesis through PAM 68 up-regulation.

Overexpression of *TaZFP13D* up-regulates the gene encoding 2-carboxy-1,4-naphthoquinone phytyltransferase (ABC4) (Online Resource 2 and Fig. 7f), also known as DHNA-phytyltransferase (#43). This enzyme is involved in phylloquinone and plastoquinone synthesis, two quinones involved in electron transfer in the PSI and PSII photosystems, respectively (Guergova-Kuras et al. 2001; Van Eerden et al. 2017). 

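ABC4 (TraesCS4A02G406300), which attaches the phytyl tail in the synthesis of phylloquinone, stood at 6.75 in WT and 32.6 in OEX and was listed at 0 in empty vector and siRNA plants when watered. Drought levels were 16.7, 17.9, 27.8 and 21.3. A gene with values this low rests on few reads in each library.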

Mutation of this gene in Arabidopsis drastically reduces phylloquinone and plastoquinone levels, which destabilizes PSI and PSII core proteins, impairs electron transfer from PSII to PSI, alters thylakoid structure and confers a pale-green phenotype (Shimada et al. 2005). Under well-watered growth conditions, a higher ABC4 activity in *TaZFP13D* OEX plants may provide better electron flow capacity and carbon assimilation, which contribute to improve biomass production and avoid PETC over-reduction (Fig. 3).

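The plastid scaffold gene for iron-sulfur clusters, nifU-like protein 2 (TraesCS5A02G111500), stood at 41.9 in WT, 45.7 in empty vector, 152 in OEX and 30.0 in siRNA plants when watered. In drought OEX was also highest, at 26.8, 9.55, 51.4 and 8.81.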

Overexpression of *TaZFP13D* up-regulates a gene coding for a chloroplastic nifU-like protein 2 (#45). In Arabidopsis, the nifU-like protein 2 is important for photosynthetic electron transport and growth since it contributes to the biosynthesis of the iron-sulfur clusters of PSI and ferredoxin (Touraine et al. 2004; Yabe et al. 2004). These observations suggest that TaZFP13D may improve PSI and ferredoxin assembly or abundance, preventing PETC over-reduction by increasing its capacity (Fig. 8b). Further supporting the important role of TaZFP13D in PETC regulation, we identified an up-regulated gene coding for thylakoid rhodanese-like protein 8 (TROL8) (#39) in OEX plants. 

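TROL8 (TraesCS5B02G571100) stood at 29.4 in WT, 31.3 in empty vector, 131 in OEX and 44.3 in siRNA well-watered plants, log2 2.12 and 2.04 above the controls. In drought WT and OEX were alike, at 102, 4.77, 103 and 40.2, with the empty vector low.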

Previous work in Arabidopsis demonstrated that TROL proteins are important for tethering of ferredoxin:NADP^+^ oxidoreductase (FNR) to the thylakoid membrane and to sustain linear electron flow efficiency (Jurić et al. 2009). Such association, which is necessary to maintain photosynthetic activity, might be improved in OEX plants.

In the same line of evidence, a gene coding for a protein Yellow Leaf 1 (YL1) is up-regulated in well-watered OEX plants (Online Resource 2, #34, Figs. 7g and 8b). 

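YL1 (TraesCS6A02G123900) stood at 36.6 in WT, 46.9 in empty vector, 198 in OEX and 38.4 in siRNA well-watered plants. In drought it was again highest in OEX, at 92.5, 26.8, 236 and 109, log2 1.34 above WT and 3.09 above the empty vector.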

Previous work performed in rice showed that YL1 is important for chloroplastic ATP synthase biogenesis and activity (Chen et al. 2016). This suggests that assembly of chloroplastic ATP synthase may be more efficient in OEX plants to enhance photosynthesis and carbon assimilation.

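The chaperonin gene Cpn60beta4 (TraesCS2B02G328500), a plastid protein-folding subunit, stood at 48.6 in WT, 48.7 in empty vector, 170.2 in OEX and 54.4 in siRNA plants when watered and at 46.5, 22.5, 129.8 and 31.1 in drought. For OEX the differences from WT were log2 1.79 and 1.46 in the 2 waterings.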

Further supporting the positive effect of TaZFP13D on photosynthesis efficiency, we identified an up-regulated gene encoding chaperonin (CPN) 60β4 (Online Resource 2, #46, Figs. 7h and 8b), which is known to be important for Rubisco and Rubisco activase (RCA) structure and function (Salvucci 2008; Vitlin Gruber and Feiz 2018).

Two up-regulated genes in OEX plants (#38 and #27) encode respectively for a chlororespiratory reduction protein (CRR) 16 and a thylakoid asssembly (THA) protein 8 (Fig. 7i). These ribonucleoproteins (RNPs) are involved in chloroplastic mRNA group II intron splicing (Khrouchtchova et al. 2012; Yamamoto et al. 2020). 

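CRR16 (TraesCS2B02G410100) stood at 225 in WT, 223 in empty vector, 1002 in OEX and 316 in siRNA well-watered plants. THA8 (TraesCS2D02G334900) stood at 29.2 in OEX and 4.93 in siRNA and was listed at 0 in both controls. In drought CRR16 stood at 460.4, 190.3, 630.5 and 341 and THA8 at 32.4, 1.19, 26.8 and 8.36, so OEX lay near WT for THA8 and the empty vector was lowest for both genes. The paper's qRT-PCR on new replicates, which is not among the values here, has THA8 as differentially expressed in drought as well.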

Previous work in Arabidopsis demonstrated that CRR16 is important for efficient ndhA splicing and function, which is required for chloroplastic NDH complex activity and stability (Yamamoto et al. 2020). Moreover, functional characterization of THA8 in maize showed its important function in protein translocation across the thylakoid membrane, which is crucial to maintain high thylakoid membrane protein complex abundance (Khrouchtchova et al. 2012). These observations suggest that TaZFP13D improves thylakoid protein complexes abundance through chloroplastic mRNA maturation, including the NDH complex, well-known to be involved in PETC protection by mediating cyclic electron flow (CEF) around PSI (Fig. 8b) (Yamori and Shikanai 2016). Regulation of chloroplastic mRNA maturation improving NDH complex abundance was reported previously in rice, during the characterization of the RNP OsCRP1 (Bang et al. 2021). OsCRP1 was shown to bind and up-regulate NDH complex related transcripts by approximately 2.5-fold, resulting in enhanced CEF mediated by the NDH complex and ATP production (Bang et al. 2021). Accordingly, we identified two up-regulated genes in OEX plants encoding important proteins of the chloroplastic NDH complex: NdhO (#44; Fig. 6j) and photosynthetic NDH subunit of lumenal location 2 (PNSL2 or PQL2; #28) (Ma et al. 2021). 

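NdhO (TraesCS3A02G502300) stood at 183 in WT, 222 in empty vector, 662 in OEX and 221 in siRNA well-watered plants and PNSL2 (TraesCS6D02G187800) at 3.85, 2.41, 69.8 and 16.4, both subunits of the NDH complex, which carries electrons around photosystem I. In drought they stood at 316, 93.7, 465 and 326 and at 18.5, 25.1, 42.3 and 5.04, with OEX highest for both genes by less than 1.5 log2 units over WT.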

Previous work showed that NdhO and PNSL2 mutations in Arabidopsis completely abolished NDH complex activity and severely impaired complex formation (Rumeau et al. 2005; Suorsa et al. 2010). In addition, OEX plants up-regulate a gene coding for a psbpomain-containing protein 2 (PPD2) (#31; Fig. 7k), which is co-expressed with many genes related to the NDH complex in Arabidopsis, including PNSL2/PQL2 (Ifuku et al. 2010). Moreover, the CRR1 gene (#37) is also up-regulated in well-watered OEX plants (Online Resource 2, Figs. 7l and 8b). 

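The B copy of PPD2 (TraesCS2B02G322500) stood at 3.90 in WT, 6.69 in empty vector, 35.5 in OEX and 7.53 in siRNA well-watered plants. Its D copy (TraesCS2D02G304200) stood at 13.5, 7.82, 63.5 and 33.7 and its A copy (TraesCS2A02G305800) at 45.8, 22.9, 97.4 and 30.8, so OEX was highest for each copy, though by less than 1.5 log2 units over siRNA for the D copy and over WT for the A copy. In drought the A copy was highest in WT, at 62.9 against 45.7 in OEX, while OEX was highest for the B copy, at 21.8 against 17.9 in WT, and for the D copy, at 30.8 against 25.5.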

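The B copy of CRR1 (TraesCS4B02G355600), needed for a stable NDH complex, stood at 16.9 in WT, 22.9 in empty vector, 79.0 in OEX and 15.6 in siRNA well-watered plants. The copies TraesCS5A02G524800 and TraesCS4D02G349000 were also highest in OEX, at 41.9, 40.9, 134 and 46.1 for the first and at 80.2 against 35.5 in empty vector and 28.1 in siRNA for the other, which lay 0.99 log2 units above WT. In drought OEX had the highest level of each copy, 67.3, 102 and 67.2 against 36.1, 57.4 and 61.1 in WT.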

In Arabidopsis, CRR1 is involved in NDH complex assembly and mutation of this gene impairs NDH complex activity and accumulation (Shikanai 2016; Shimizu and Shikanai 2007). These DEGs related to NDH complex suggests that *TaZFP13D* overexpression improves NDH mediated CEF (Fig. 8b). This alternative route for electron within PETC increases the ΔpH across the thylakoid membrane and promotes ATP production, an important process to regulate ATP/NADPH ratio and photosynthetic efficiency (Kramer and Evans 2010; Ma et al. 2021; Munekage et al. 2004; Shikanai 2016; Shikanai and Yamamoto 2017; Yamori and Shikanai 2016). In addition, thylakoid lumen acidification generated by CEF induces NPQ, which protects the PETC from over-reduction and photo-damage by eliminating excess light energy through thermal dissipation (Shikanai and Yamamoto 2017; Yamori and Shikanai 2016).

Taken together these results suggest that *TaZFP13D* overexpression improves abundance, assembly, stability, and quality control of many key PETC effectors (Fig. 8b). The DEGs may improve PETC capacity, photosystems protection and photosynthesis efficiency under well-watered growth conditions, contributing to the increase in biomass observed in OEX plants (Fig. 3). Detailed photosynthetic measurements will be needed to confirm the effect of TaZFP13D on PETC.

#### Oxidative stress protection and redox homeostasis

In a previous work, we demonstrated that *TaZFP13D* overexpression improves SOD, APX and CAT activity in the wheat lines NIL103 and NIL106, under well-watered conditions or drought stress, and that drought-treated plants of the wheat cultivar Atlas66 accumulate less H_2_O_2_ and superoxide anions (Bouard and Houde 2022). In the present study, we confirmed that TaZFP13D increases the activity of key antioxidant enzymes and reduces oxidative damage to lipids in the wheat cultivar Atlas66 (Figs. 4 and 5). Surprisingly, we did not identify any DEGs coding for SOD, APX and CAT in OEX plants using a 1.5 Log 2-fold change cut-off and an adjusted p-value < 0.001 (Online Resource 2). 

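The superoxide dismutase gene TraesCS4A02G434000 stood at 158 in WT, 68.6 in empty vector, 331 in OEX and 101 in siRNA well-watered plants. The ascorbate peroxidase TraesCS7D02G272500 stood at 2536, 2641, 3838 and 2634, and the catalase TraesCS5A02G498000 at 17368, 19134, 32896 and 18879. These enzymes remove superoxide and hydrogen peroxide. All 8 genes of the 3 families that the study's primers target were higher in well-watered OEX than in both controls, with a median of 0.89 log2 units against WT and 0.70 against the empty vector, and 1 of the 8 reached 1.5 against a control. As a description of these libraries, the medians lay at percentiles 97.9 and 98.2 of random lists matched on expression. In drought the medians were 0.30 against WT, with 8 of 8 higher, and 0.29 against the empty vector, with 7 of 8 higher (percentiles 97.9 and 73.1), and TraesCS5A02G498000 stood at 16633, 16021, 17049 and 15772. The study, which had these libraries, picked the primer targets, so the counts are no independent evidence.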

A closer analysis revealed that many of these genes are up-regulated, although their Log 2-fold change or adjusted p-value were below the threshold used to select TaZFP13D DEGs (Online Resource 6). The qRT-PCR results confirmed that SOD, APX and CAT expression is significantly higher in OEX plants under both well-watered and drought conditions (Online Resource 6), which supports the increase in enzyme activity (Fig. 4). However, siRNA plants showed similar SOD, APX and CAT activity as control plants (WT and Empty vector) but accumulated approximately twice more MDA after 10 days of drought (Fig. 5b). This suggests that other ROS scavenging systems may be down-regulated in siRNA plants or some ROS producing mechanisms are more active in this type of plants. The possibility that these metabolic adjustments could be impaired in siRNA plants and the lower expression of TaZFP13D in these plants are in agreement with a possible role of TaZFP13D in the improvement of photosynthesis and chloroplast protection against drought-induced ROS damage.

In addition to the enhanced activity of ROS scavenging enzymes, transcriptome analysis revealed that well-watered OEX plants strongly down-regulate some genes encoding ROS generating proteins like oxalate oxidase GF-2.8-like (#143) or the RBOHB TaNOX13 (#158). 

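The oxalate oxidase gene TraesCS4D02G031900, whose enzyme releases hydrogen peroxide, was listed at 0 in well-watered OEX, against 176 in WT, 13.8 in empty vector and 62.2 in siRNA plants. TaNOX13 (TraesCS5A02G527600), an NADPH oxidase, was also listed at 0, against 11.6, 31.3 and 7.47. In drought, oxalate oxidase was alike in the first 3 types, at 14.8, 15.5, 13.1 and 29.6, and TaNOX13 remained lowest in OEX, at 22.2, 37.0, 3.91 and 25.5.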

Concomitantly, OEX plants have an up-regulated gene coding for a putative linoleate 9 S-lipoxygenase 3 (#16), which may contribute to their stress-tolerant phenotype (Fig. 8a) since lipoxygenases are known to be important for development, hormonal responses and drought tolerance (Lim et al. 2015; Singh et al. 2022; Xing et al. 2020). 

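The lipoxygenase gene TraesCS6D02G122000 stood at 3.37 in WT, 11.4 in empty vector, 239 in OEX and 25.5 in siRNA well-watered plants. In drought OEX was the lowest of the 4, at 96.7, 56.7, 43.6 and 142.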

The balance between ROS production and scavenging is important for redox homeostasis, stress perception and stress response (Foyer and Noctor 2005). 

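The CBSX6-like gene (TraesCS7A02G258900) was listed at 0 in well-watered WT, empty vector and siRNA plants and stood at 15.2 in OEX. In drought OEX stood at 3.68 and the other types were again listed at 0. With a value of 10 or more in 1 column, the gene did not pass the filter.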

Well-watered OEX plants up-regulate a CBSX6-like protein (#18) (Online Resource 2, Fig. 8a). Previous studies using transgenic plants demonstrated that CBSX proteins can activate TRXs, improve plant growth, reduce H_2_O_2_ content in leaves and enhance abiotic stress tolerance, including drought (Murai et al. 2021; Serrato et al. 2013; Singh et al. 2012; Yoo et al. 2011). This result suggests that TaZFP13D may improve plant growth and drought tolerance through CSBX and TRXs, which are key sensors of the cellular redox state and important regulators of many physiological processes, including photosynthesis and abiotic stress responses (Gelhaye et al. 2005).

Taken together, these results show that *TaZFP13D* overexpression under well-watered growth condition modulates the expression of several genes involved in ROS signal perception, transduction, or response, which are known to be important for improving growth, ROS scavenging or sensitivity to stress (Fig. 8a). In addition, many genes related to PETC and antioxidant defenses are also differentially expressed in this type of plant, pointing toward a better protection of the photosynthetic apparatus against basal oxidative stress.

### Modulation of gene expression in OEX plants during drought conditions

Gene expression analysis by qRT-PCR revealed that several DEGs identified in well-watered OEX plants are also differentially expressed during drought (Fig. 7b, d–m), suggesting that they also play an important role in stress response pathways and chloroplast protection against ROS during drought as described under well-watered growth conditions (Fig. 8). However, analysis of other DEGs identified in OEX plants after drought treatment gives an insight on the function of additional genes regulated by TaZFP13D only during drought.

#### Improved ROS scavenging and down-regulation of stress markers

Overexpression of transcriptional regulators which confer stress tolerance often triggers the expression of stress-responsive genes. However, a tolerant phenotype clearly indicates that plants cope better with stress and this should be reflected by a reduction of several stress markers (Fig. 8b). Accordingly, we found that several HSPs (#149, #155, #164, #171, #197–198, #203, #555) are not as up-regulated by drought in OEX plants as they are in control plants (Online Resource 2, Figs. 7m and 8a). This regulation pattern is not surprising since HSPs expression is known to be increased in response to chloroplastic ROS production through the redox-regulated HSFs transcription factors (Foyer and Noctor 2005; Hu et al. 2020), and TaZFP13D OEX plants have improved ROS scavenging (Figs. 4 and 5) and reduced ROS accumulation in leaves (Bouard and Houde 2022).

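The D copy TaHSP40.38 (TraesCS1D02G352600) stood at 50.4 in WT, 267 in empty vector, 18.4 in OEX and 178 in siRNA drought plants, after 6.75 and 23.5 in watered WT and empty vector and 0 in watered OEX. TaHSP70.11 (TraesCS1B02G294300) stood at 646, 693, 202 and 856 in drought and TaHSP90.3 (TraesCS2D02G033200) at 10.7, 4.80, 0.492 and 3.90. Over the 8 heat shock genes, the drought level in OEX was below both WT and empty vector in 6. The study picked these genes on these libraries, some of them for a low drought level in OEX, so this count is no independent evidence. The level is not the change from watered leaves: the 3 TaHSP40 genes, the ones higher in drought in both controls, rose in OEX as well, from 0, so their rise has no fold to set beside that of the controls. The other two were TaSHSP.140 (TraesCS7B02G083400), at 14.9 in WT and 0.635 in OEX and listed at 0 in the empty vector, and TaHSP70.84 (TraesCS6A02G342400), at 14.8, 14.9, 24.2 and 43.8.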

#### Maintenance of rubisco activity

Rubisco activity is crucial to sustain PETC products consumption, which is important to avoid its over-reduction and ROS production. Interestingly, OEX plants show several up-regulated RBCS genes (#533, #535) coding for Rubisco small subunits (Online Resource 2, Fig. 8b). Previous work showed that RBCSs are important for Rubisco accumulation (Izumi et al. 2012). An increase in RBCS transcripts and concomitant increase in Rubisco level and activity may contribute to the drought resistance of OEX plants (Fig. 8b). Rubisco is a complex protein that is naturally inhibited by sugar phosphates, and removal of these sugars by RCA is required for the enzyme to remain in an active state (Parry et al. 2008, 2013). Rubisco and RCA are important actors in photosynthesis limitation in wheat plants exposed to drought stress (Perdomo et al. 2017). Accordingly, we found an up-regulated gene coding for Rubisco activase (RCA) (#534) in drought-treated OEX plants (Online Resource 2, Figs. 7n and 8b), which could help maintain Rubisco activity during water stress, avoiding PETC over-reduction and ROS production (Fig. 8b).

#### Adaptation to low water potential

We showed that OEX plants have enhanced resistance to drought-induced wilting (Fig. 3a). Interestingly, drought-treated OEX plants have an up-regulated gene coding for stomatal closure-related actin-binding protein 1 (SCAB1) (#532). In Arabidopsis, SCAB1 stabilizes and bundles actin filament in guard cells, which delays their disassembling and re-organization from radial to longitudinal orientation during stomatal closure (Li et al. 2022; Zhao et al. 2011). However, SCAB1 can also be important to regulate water loss during drought in OEX plants by maintaining stomata in a closed position through actin bundles stabilization in a longitudinal orientation (Fig. 8a). We also identified an up-regulated β-expansin11 (EXPB11) gene in OEX plants during drought stress (Online Resource 2, #538, Fig. 8a). Previous work showed that overexpression of wheat β-expansin23 in tobacco improves drought tolerance probably by increasing cell-wall elasticity (Li et al. 2011, 2013), which is important for cell turgor and growth maintenance under drought conditions (Le Gall et al. 2015). These results suggests that TaZFP13D is important to adapt cellular morphology to low water potential (Fig. 8a).

### TaZFP13D and TaZFP1B mostly regulate distinct gene subsets

The previously characterized TaZFP1B transcription factor was shown to positively regulate growth and drought tolerance in wheat, likely because it regulates many stress-related genes and genes that improve drought tolerance, especially following drought treatment (Cheuk et al. 2020). Interestingly, plants that over- or underexpress *TaZFP1B* and *TaZFP13D* show closely related phenotypes. It was therefore of interest to determine if these two genes regulate the same gene subsets in well-watered and drought conditions. Since DEGs regulated by TaZFP1B were previously identified with different tools, we have re-analyzed the TaZFP1B dataset (GEO repository, #GSE136683) with the approach used for TaZFP13D. Overall, 643 and 919 DEGs were identified in *TaZFP1B* OEX and siRNA plants, respectively (Online Resource 4). As expected, all the DEGs whose expression was previously validated by qRT-PCR (Cheuk et al. 2020) were retrieved in the corresponding cluster, which gives good confidence about the current DEGs selection method. Comparison between all the DEGs regulated by TaZFP1B and TaZFP13D showed that only 2.4% are commonly regulated by these two TaZFPs, indicating that they mostly regulate different gene subsets (Online Resource 5).

## Conclusions

This study demonstrates that TaZFP13D improves growth, ROS management and drought tolerance in wheat. Transcriptome profile analysis under well-watered growth conditions revealed that TaZFP13D regulates the expression of many genes associated with oxidative stress and drought tolerance, especially genes related to PETC, one of the main ROS producers during photosynthesis. The high number of DEGs related to PETC gives good confidence that TaZFP13D acts on this biological process to improve plant performance through water use efficiency and oxidative stress protection. The functions of these DEGs are in agreement with the positive effect of TaZFP13D on biomass production, ROS scavenging and drought tolerance. Thus, TaZFP13D and the previously characterized TaZFP1B (Cheuk et al. 2020) are both essential for drought tolerance. Despite the fact that TaZFP1B and TaZFP13D share several similarities like subcellular localization (Fig. 1) and expression profile (Cheuk and Houde 2016), they also show many differences like specific protein domains (Bouard and Houde 2022) and distinct gene subsets regulation (Online Resource 5) (Cheuk et al. 2020). Future work should aim to co-overexpress TaZFP1B and TaZFP13D to analyze their combined effect on drought tolerance. Both genes could be promising markers to develop new drought-tolerant wheat cultivars.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

Supplementary material 4

Supplementary material 5

Supplementary material 6

## Data Availability

The RNA-Seq datasets generated and/or analyzed during the current study are available in the GEO repository under the accession numbers: #GSE226842 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226842) and #GSE136683 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136683). The TaZFP13D sequence is available at Genbank under accession number OM630429 (https://www.ncbi.nlm.nih.gov/nuccore/OM630429).

# Supplementary material for: Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions
**Source:** Plant Mol Biol. 2024 Feb 9;114(1):16. doi: 10.1007/s11103-023-01403-y
**Supplement:** Supplementary file 3 — Supplementary material 3

Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions

Plant Molecular Biology

William Bouard, François Ouellet, Mario Houde

**
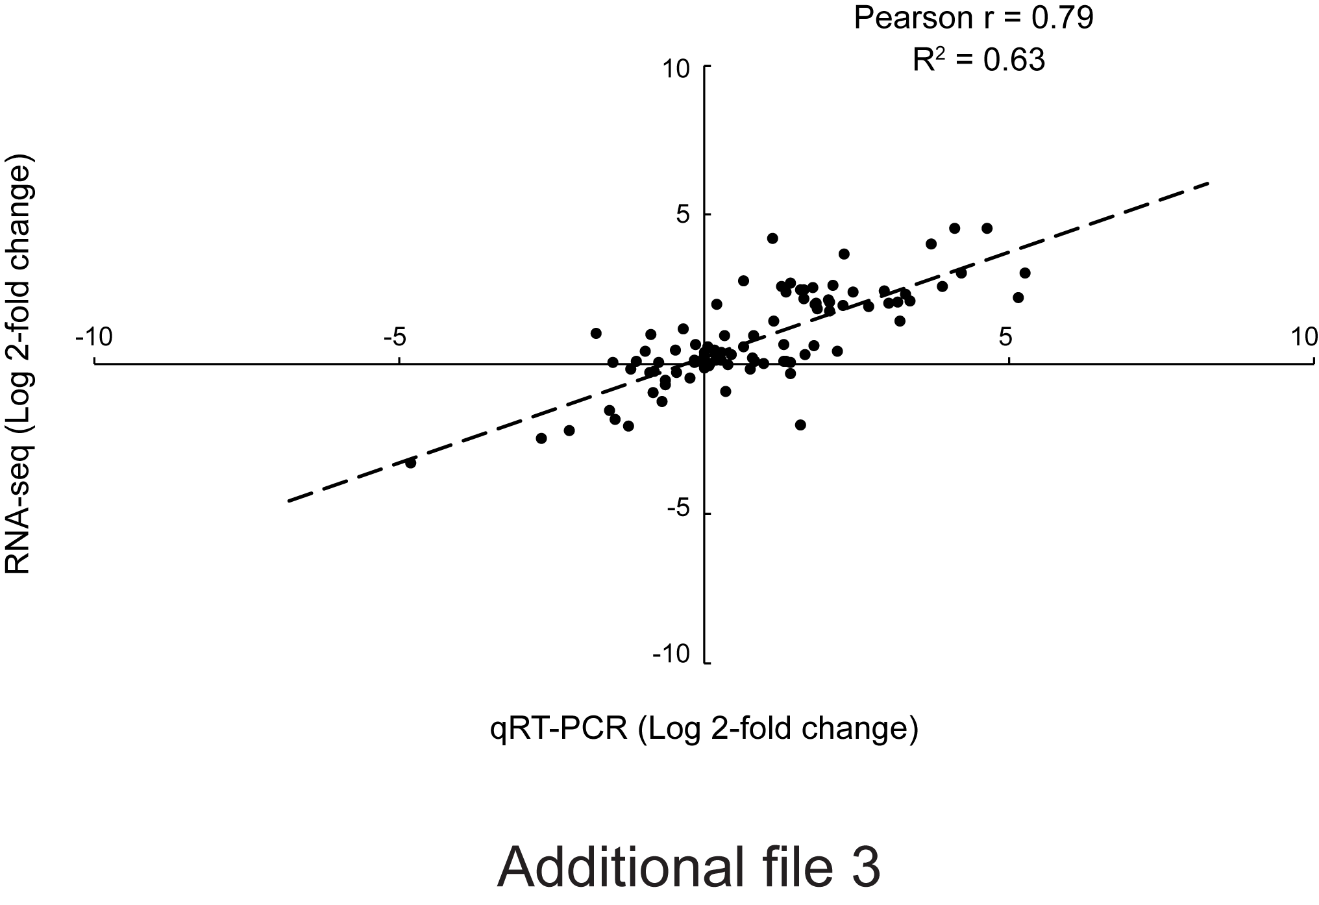
**

**Online resource 3: Pearson correlation between RNA-Seq data and qRT-PCR analysis of gene expression**

Log 2-fold change values of gene expression obtained from RNA-Seq data using the DESeq2 software were plotted against values obtained from qRT-PCR analysis (three different biological replicates). For both RNA-Seq and qRT-PCR data analysis, well-watered WT plants were used to normalize gene expression. This correlation analysis was done with the genes presented in Fig. 7. These values were used to calculate the Pearson correlation coefficient (Pearson r) and the coefficient of determination (R^2^).

# Supplementary material for: Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions
**Source:** Plant Mol Biol. 2024 Feb 9;114(1):16. doi: 10.1007/s11103-023-01403-y
**Supplement:** Supplementary file 5 — Supplementary material 5

Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions

Plant Molecular Biology

William Bouard, François Ouellet, Mario Houde

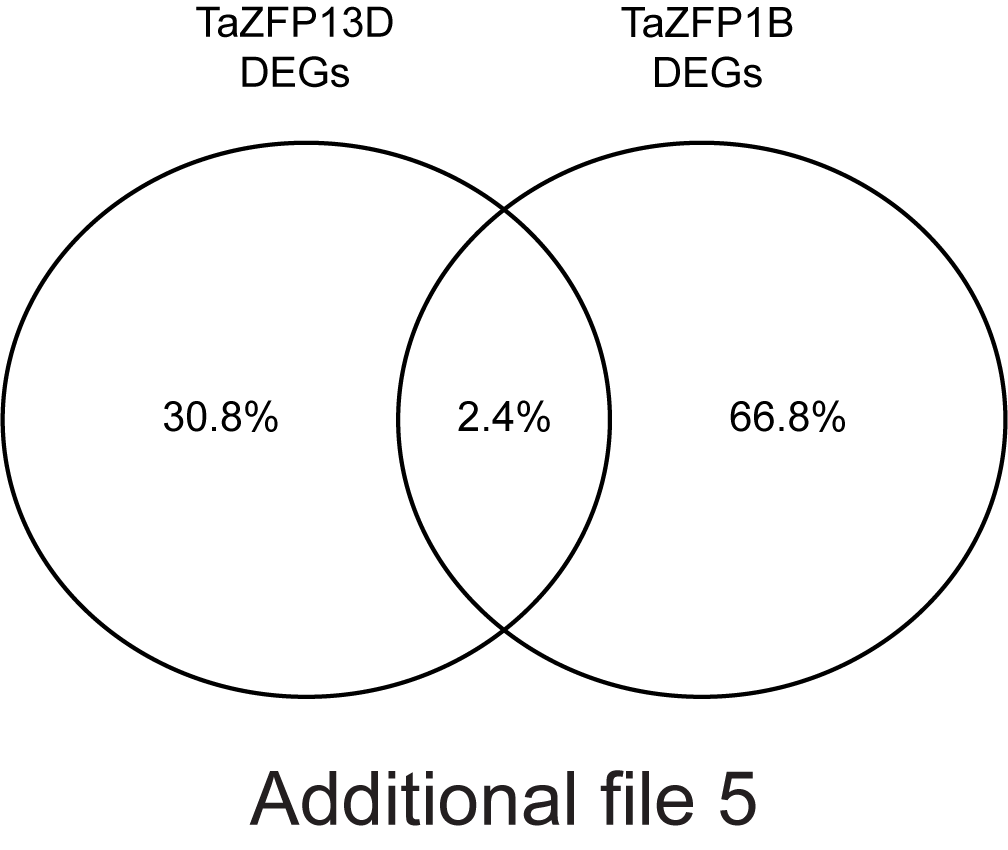

**Online Resource 5: The TaZFP13D regulon differs from the TaZFP1B regulon**

Venn diagram showing the comparison of the DEGs regulated by TaZFP13D (referenced in Online Resource 2) and TaZFP1B (referenced in Online Resource 4).

# Supplementary material for: Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions
**Source:** Plant Mol Biol. 2024 Feb 9;114(1):16. doi: 10.1007/s11103-023-01403-y
**Supplement:** Supplementary file 6 — Supplementary material 6

Modulation of the wheat transcriptome by TaZFP13D under well-watered and drought conditions

Plant Molecular Biology

William Bouard, François Ouellet, Mario Houde

**
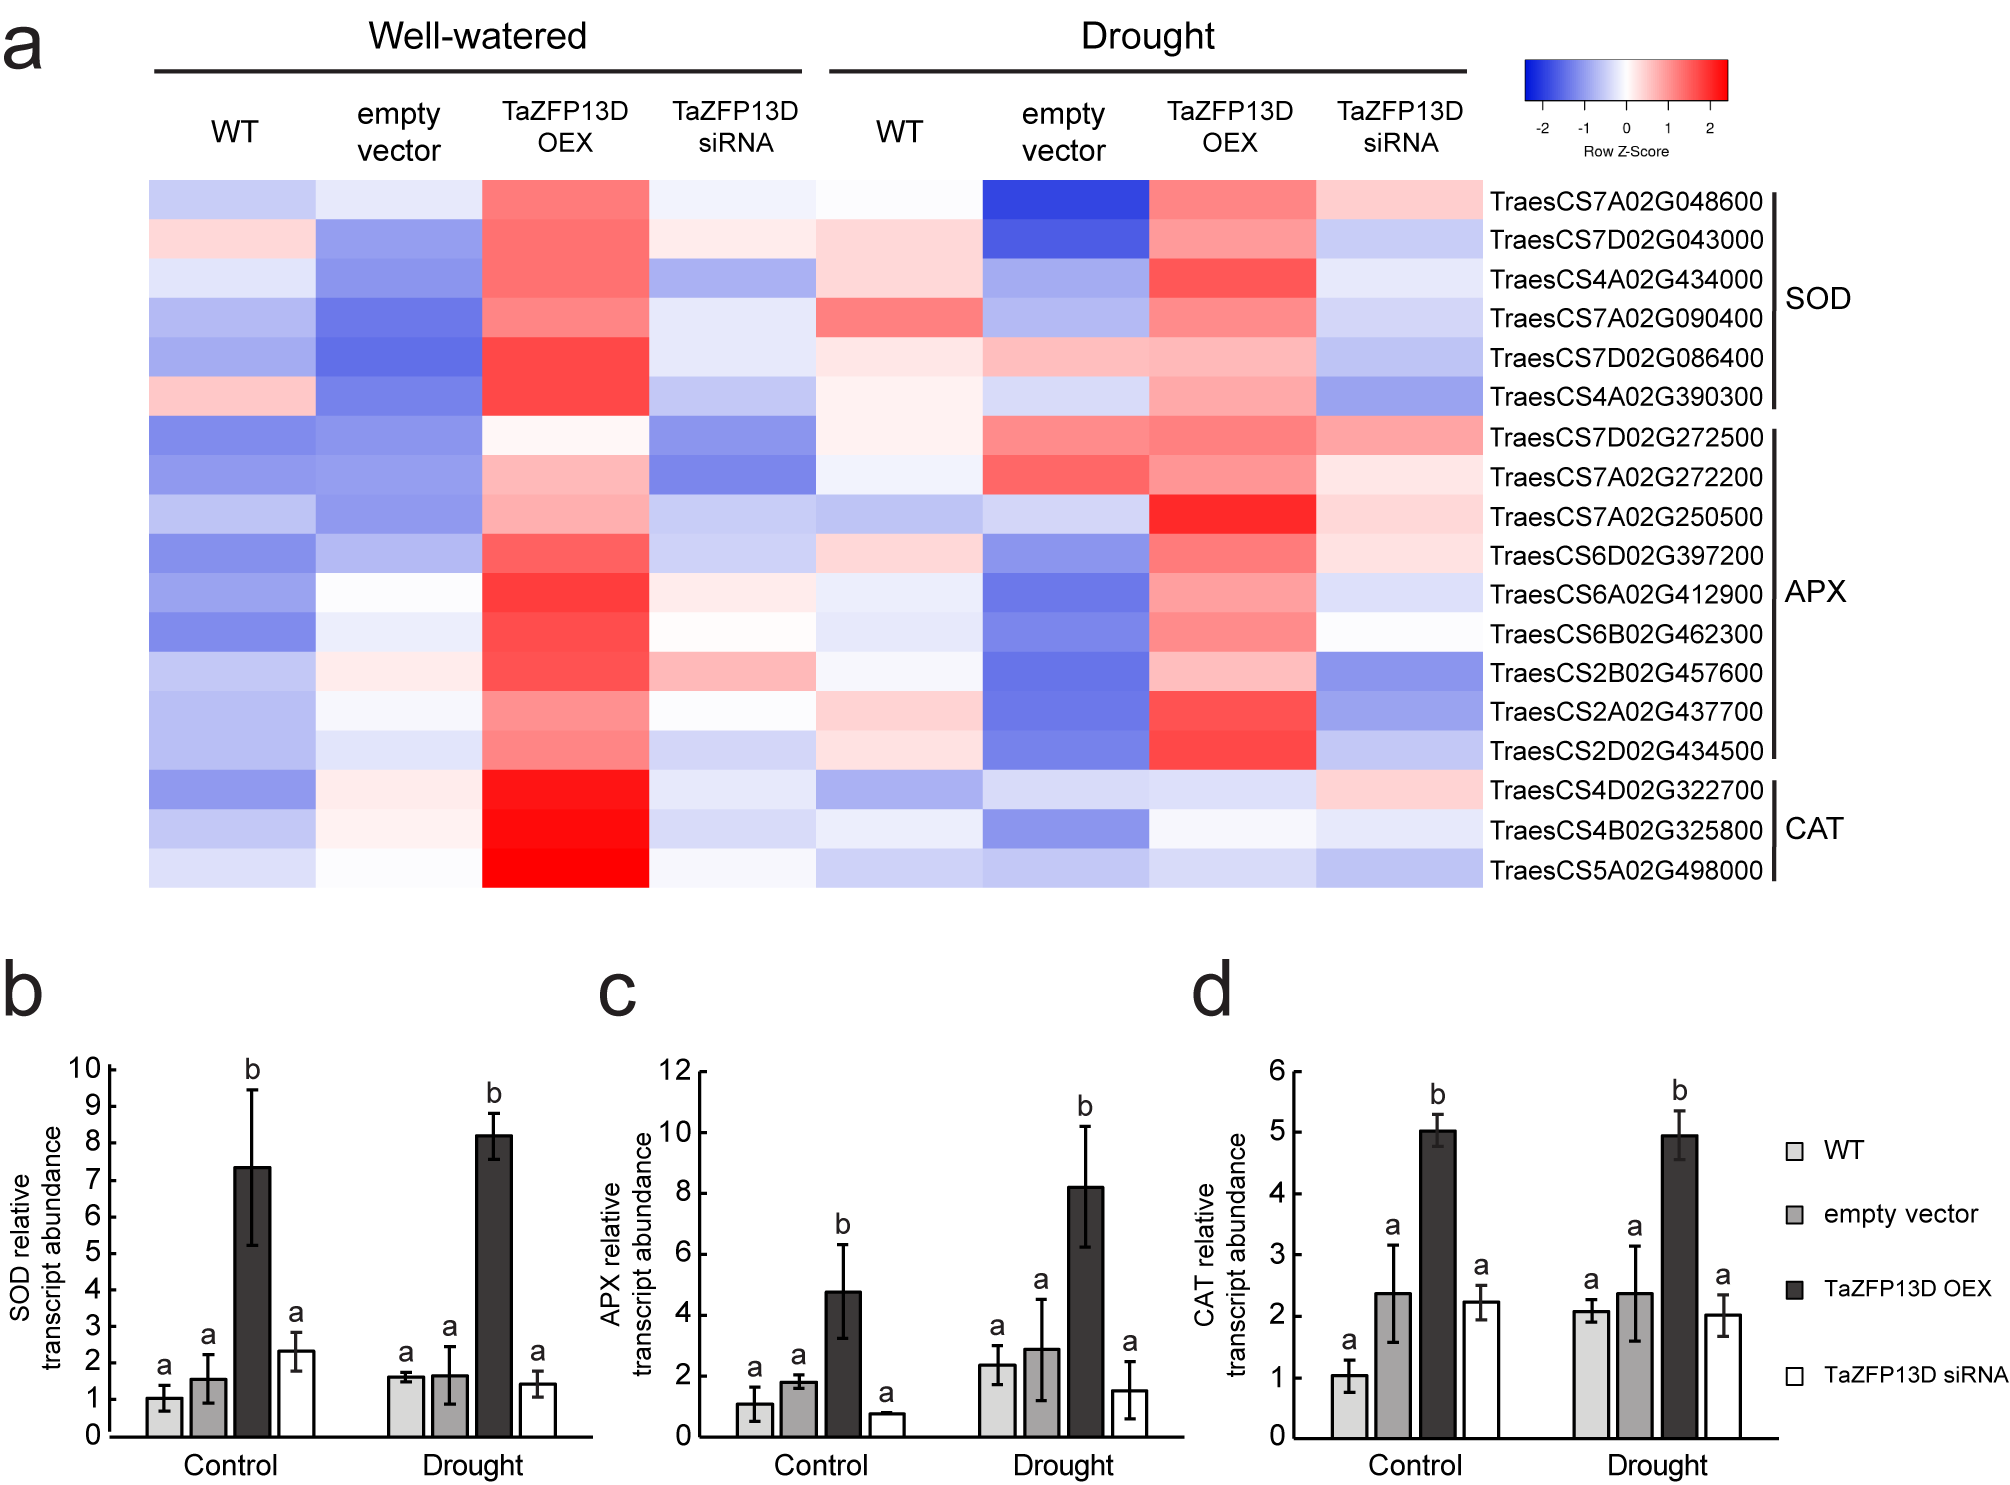
**

**Online Resource 6: *TaZFP13D* overexpression increases SOD, CAT and APX gene expression.**

Genes coding for superoxide dismutase (SOD), ascorbate peroxidase (APX) and catalase (CAT) were retrieved in the RNA-Seq data generated from Wild-type, empty vector, *TaZFP13D* OEX and *TaZFP13D* siRNA plants grown under well-watered conditions for 21 days (Control) or for 14 days before withholding water for 7 days (Drought). **(a)** Heatmap showing the expression of the selected DEGs in the different types of plants. **(b-d)** Expression levels of 8 genes encoding SOD **(b)**, APX **(c)** or CAT **(d)**, presented in (a), were validated by qRT-PCR. The high similarity between closely-related genes encoding each of these proteins did not allow for the design of specific primer pairs for a single gene, therefore two or three genes were measured concomitantly.

How the deposited data were processed for this re-analysis (not part of the article)

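RNA was sequenced from second leaves of 21-day-old wheat plants of 4 types (WT, empty vector, TaZFP13D OEX and TaZFP13D siRNA) in 2 waterings, as 12 libraries of 3 plants each. The submitters' processing notes name Trim Galore 0.6.3, FastQC 0.11.9, Salmon 1.5.1 and DESeq2 2.11.40.7. The deposited table holds a normalized signal that the authors made from Salmon counts with DESeq2, in 1 column for each plant type and watering. All 8 columns were used. Their totals lay between 22124728 and 27043393, and the 10 most abundant genes took between 2.49% and 6.48% of a column. WT and empty vector columns come from 1 library each, and OEX and siRNA columns combine 2. How the 2 were combined is not stated. The totals lie on the scale of a mean, and which mean it is remains unknown.

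Values were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes with a value of at least 10 in at least 2 columns were kept, 58414 of 107411. Differences were taken on log2(value + 1). A plant type stood apart in a gene when it differed by at least 1.5 in the same direction from all 3 other types of its watering, which is the size threshold of the paper without its adjusted p-value. Drought responses are differences between the 2 waterings of 1 plant type, and control plants are the mean of the log2 values of WT and empty vector. Comparisons of OEX or siRNA with 1 other plant type enter through the rule above and are not counted separately. The replicate-based tests fixed in advance (a quasi-likelihood or linear model fit on 12 libraries, and camera for gene lists) could not be run, because the columns hold no replicates. Lists of genes by description were also fixed in advance but not used, because the deposited table gives no descriptions and the annotation at hand does not carry its gene identifiers. The functional groups, lists and gene names are those of Online Resource 2, and the antioxidant genes are the primer targets of Online Resource 1.

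For a list, the median log2 difference was placed among the medians of 10000 random lists of the same size, drawn with seed 13 and matched on mean expression in 50 bins, as a description of these libraries. Named genes were set by a rule: every gene the paper cites by its number, every primer target, and the 5 genes standing furthest apart in each list and in the drought response of control plants. Values of the cited genes in the paper's tables had been seen. TaZFP13D itself is not analysed here, because its gene identifier could not be established. A few further genes of Online Resource 2 named in the text, among them those of siRNA plants, were chosen after their values were seen.

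The size rule was tested on simulated data, with counting noise alone and with OEX and siRNA as means of 2 draws, for 3 comparisons, each of 1 column against the 3 other types of its watering. In well-watered OEX, of 50 genes raised 2-fold, 0 passed, of 50 raised 4-fold, 45, and of 50 raised 8-fold, 50. Of 58214 unchanged genes, 1 passed. In drought WT and drought empty vector, both of 1 draw, 33 and 32 of 58414 unchanged genes passed. Differences between plants were not simulated. The choice of the filter, the pseudocount of 1 and most alternatives was made before the data were examined. The alternatives run were pseudocounts of 0.5 and 5, TMM scaling (trims of 30% and 5%), no filter, values of at least 10 in at least 6 columns, each control left out, and WT and empty vector as 1 group. A filter of at least 100 in at least 2 columns was added after seeing the data.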

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

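The tests in this part were all chosen after the results were seen.

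The drought empty vector column stood apart from all 3 other plant types in 4590 genes, a signal in control plants that the paper does not report on, against 1513 for WT from 1 library as well. Among genes of at least 100 in at least 2 columns it still stood apart in 1058, against 371 for WT, which argues against counting noise as the whole cause. The difference of empty vector from WT was uncorrelated between drought and watered leaves (r = 0.000227), which argues against the virus acting alike in both waterings as the whole cause. Still, 272 genes set the empty vector apart in the same direction in both waterings, against 79.6 for independent lists. In opposite directions 39 and 58 did, against 27.0 and 24.3. If the empty vector leaves were further along a shared drought response, their drought difference from each other type should rise with the response of each of the remaining types, which shares no library with it, over the genes past the threshold in that response. The slopes against WT were 0.255 and 0.460 (on the OEX and siRNA responses), in the direction of a lead over WT. A drought effect of infection shared by empty vector, OEX and siRNA plants would also raise both slopes, so they do not single out such a lead. Against OEX they were -0.107 and 0.353 (on the WT and siRNA responses) and against siRNA -0.0928 and 0.00651 (on the WT and OEX responses), so a lead over these 2 types is undecided, and a lead over WT alone would not set the empty vector apart from all 3. OEX and siRNA plants carried the virus as well. An effect of infection alike in all infected types would not set the empty vector apart from OEX and siRNA, so it cannot give this pattern. In drought the empty vector differed by at least 1.5 log2 units from OEX in 11406 genes and from siRNA in 7185. WT differed from OEX in 3544. An effect of the virus that differs between the infected types, and plant-to-plant differences in a single pool of leaves, stay open and were not tested.

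11 genes stood higher in well-watered OEX and lower in drought OEX, and 7 the other way round, a difference between the waterings that was not tested. Independent lists of these sizes would give 1.95 and 1.89. The same counts were 29 and 44 for WT (5.36 and 10.3 for independent lists), 39 and 58 for the empty vector (27.0 and 24.3) and 3 and 5 for siRNA plants (1.25 and 0.846).

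The evening-complex genes PHYTOCLOCK 1 (TraesCS3D02G531900) and LUX-A (TraesCS3A02G526600) lay 2.83 and 2.46 log2 units above the control mean in well-watered OEX, a signal in genes the paper lists but does not discuss.

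Some genes that the paper lists for siRNA plants but does not discuss also showed a signal. The jasmonate repressor gene TaJAZ14-D-5 (TraesCS7D02G204700) lay at -3.33 log2 units from the control mean in watered siRNA plants, and TIFY 11e-like (TraesCS7B02G108400) was listed at 0 there, where the lowest of the other types had 8.19. In drought siRNA plants the CBF gene TaDREB31A (TraesCS5A02G310000) lay at -3.83, and TaDREB53B (TraesCS5B02G311300) was listed at 0, where the lowest of the other types had 26.9.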

How the results depend on the processing

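By replicate number, no paired analysis was possible because the columns carry no replicates. A test of drought against watered leaves paired by plant type was not run. The processing choices fixed in advance that need single libraries were not run: RLE size factors, the DESeq2 variants, the edgeR fit of 6 libraries, the robust fit, the replicate block, leaving out a replicate, other adjusted p-values, glmTreat and camera. Of the 37 counts and list medians, 37 stayed close to their main value with a pseudocount of 0.5 and 36 with TMM scaling. Counts by size alone depend strongly on low genes, since a value near 10 rests on few reads, and on which control is used. The medians of clusters 4 and 7, 0.21 and 0.56 in the main setting, took both signs, down to -0.52 and -0.66. The main totals not given elsewhere were 5527, 4182, 4314 and 3757 genes against the control mean (well-watered OEX, siRNA, drought OEX, siRNA), 8493 in the drought response of the control mean, 8171 and 7614 in responses of OEX and siRNA unlike the controls, and 6029 for empty vector against WT over both waterings. Main list medians, for the clusters each in the watering that did not choose the list, were 0.74 (cluster 5), -0.60 (cluster 6), 0.21 (cluster 4), 0.56 (cluster 7) and 0.10 (cluster 8). For SOD, APX and CAT, picked by the study with both waterings in hand, it was 0.82 when watered. Below are the counts that moved by over 1.5 times, the list medians that moved past the SD of the 2 controls, and the named genes whose sign changed. Values of named genes that moved past that SD with their sign kept are not listed: 59 of 344 with a pseudocount of 0.5, 85 with one of 5 and 36 with TMM scaling. A filter does not change the value of a gene, and leaving out or joining a control moves it by less than that SD, so for these settings the sign changes alone are informative. For medians and sign changes the cause was not tested.

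With a pseudocount of 5, which shrinks differences of low values, genes apart, higher and lower, were 155 and 242 (well-watered OEX), 109 and 86 (well-watered siRNA), 33 and 92 (drought OEX), 63 and 41 (drought siRNA), 1 and 11 (OEX, both waterings). Totals apart were 525 (well-watered WT), 612 (well-watered empty vector), 649 (drought WT), 2409 (drought empty vector). Against the control mean 2897 (well-watered OEX), 1914 (well-watered siRNA), 1820 (drought OEX), 1278 (drought siRNA). Drought responses 5430 (control mean), 3791 (OEX). Responses unlike the controls 5052 (OEX), 4579 (siRNA). Empty vector against WT over both waterings 3010 (total). Medians -0.57 (cluster 6), 0.22 (cluster 7).

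Without a filter, which adds low genes, genes apart, higher and lower, were 1460 higher (well-watered OEX), 1470 higher (well-watered siRNA), 807 higher (drought OEX), 950 higher (drought siRNA), 50 higher (OEX, both waterings). Totals apart were 3362 (well-watered WT), 3312 (well-watered empty vector), 2918 (drought WT). Against the control mean 9936 (well-watered OEX), 8237 (well-watered siRNA), 7636 (drought OEX), 7223 (drought siRNA). Drought responses 16166 (WT), 10734 (OEX), 13894 (siRNA). Responses unlike the controls 14549 (OEX), 13951 (siRNA). Empty vector against WT over both waterings 9337 (total).

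With values of at least 10 in at least 6 columns, which leaves fewer genes, genes apart, higher and lower, were 109 and 363 (well-watered OEX), 45 and 133 (well-watered siRNA), 20 and 106 (drought OEX), 28 and 129 (drought siRNA), 1 and 14 (OEX, both waterings). Totals apart were 636 (well-watered WT), 618 (well-watered empty vector), 541 (drought WT), 2433 (drought empty vector). Against the control mean 2582 (well-watered OEX), 1594 (well-watered siRNA), 1891 (drought OEX), 1437 (drought siRNA). Drought responses 4524 (control mean), 5524 (WT), 8443 (empty vector), 3164 (OEX), 5195 (siRNA). Responses unlike the controls 4265 (OEX), 3875 (siRNA). Empty vector against WT over both waterings 2889 (total). Medians 1.44 (cluster 5), -1.17 (cluster 6), 0.14 (cluster 7).

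With values of at least 100 in at least 2 columns, added after seeing the data and leaving fewer genes, genes apart, higher and lower, were 73 and 143 (well-watered OEX), 35 and 37 (well-watered siRNA), 14 and 60 (drought OEX), 11 and 25 (drought siRNA), 1 and 13 (OEX, both waterings). Totals apart were 149 (well-watered WT), 231 (well-watered empty vector), 371 (drought WT), 1058 (drought empty vector). Against the control mean 1237 (well-watered OEX), 749 (well-watered siRNA), 884 (drought OEX), 570 (drought siRNA). Drought responses 2764 (control mean), 3200 (WT), 4927 (empty vector), 1942 (OEX), 3682 (siRNA). Responses unlike the controls 1644 (OEX), 1641 (siRNA). Empty vector against WT over both waterings 1447 (total). Medians 1.44 (cluster 5), -1.35 (cluster 6), -0.66 (cluster 7), 0.49 (cluster 8).

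Without WT, which removes 1 of the 3 comparisons, genes apart, higher and lower, were 654 and 1295 (well-watered OEX), 1013 and 669 (well-watered siRNA), 1294 and 1863 (drought OEX), 372 and 427 (drought siRNA), 62 and 162 (OEX, both waterings). Against the control mean 11406 (drought OEX), 7185 (drought siRNA). Drought responses 13549 (control mean). Responses unlike the controls 13456 (OEX). Medians -0.70 (cluster 6), -0.52 (cluster 4), 0.12 (cluster 7), 0.000244 (cluster 8), 0.70 (SOD, APX and CAT). Sign changes -0.88 (TraesCS4D02G202300 in well-watered OEX), -0.90 (TraesCSU02G200400 in well-watered OEX), -1.07 (TraesCSU02G180500 in well-watered OEX), -0.0163 (TraesCS7A02G098100 in well-watered siRNA), -0.39 (TraesCSU02G200400 in well-watered siRNA), -0.98 (TraesCSU02G180500 in well-watered siRNA).

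Without the empty vector, which does the same, genes apart, higher and lower, were 737 and 1698 (well-watered OEX), 644 and 629 (well-watered siRNA), 251 and 524 (drought OEX), 1533 and 1396 (drought siRNA), 14 and 67 (OEX, both waterings). Against the control mean 6661 (drought siRNA). Responses unlike the controls 11567 (siRNA). Medians 1.37 (cluster 5), -0.49 (cluster 6), 0.16 (cluster 7), 0.25 (cluster 8), 0.89 (SOD, APX and CAT). Sign changes -0.27 (TraesCS2D02G334900 in drought OEX), -0.75 (TraesCS2B02G427100 in drought OEX).

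With WT and empty vector as 1 group, which also leaves 2 comparisons, genes apart, higher and lower, were 531 and 1654 (well-watered OEX), 485 and 690 (well-watered siRNA), 272 and 1649 (drought OEX), 291 and 1054 (drought siRNA), 18 and 224 (OEX, both waterings). Medians -0.79 (cluster 6), 0.17 (cluster 7), 0.00305 (cluster 8). Sign changes -0.10 (TraesCSU02G180500 in well-watered OEX), -0.00959 (TraesCSU02G180500 in well-watered siRNA).

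With TMM scaling, medians -0.56 (cluster 6).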

Differences from the paper's values

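The counts here use the size threshold alone, while the paper's also require an adjusted p-value under its threshold in all 3 comparisons, so the 2 are not on the same footing. For OEX the paper's 365 well-watered, 77 drought and 442 genes in all stand beside 1209, 457 and 1615 here, and for siRNA the paper's 267 beside 1018. The 442 counts the 8 genes listed in both waterings under each of them, while 1615 and 1018 do not count a shared gene again. By list, the paper's 107 higher and 258 lower genes in well-watered OEX stand beside 347 and 862, the paper's 76 and 88 in well-watered siRNA beside 273 and 353, the paper's 14 and 63 in drought OEX beside 128 and 329, and the paper's 33 and 70 in drought siRNA beside 140 and 268. Among the processing settings chosen before the data were examined, a pseudocount of 5 came within 1.5 times of the paper's value for well-watered OEX (397), for OEX in all (509), for siRNA in all (297), for both well-watered OEX lists (155 and 242), both well-watered siRNA lists (109 and 86) and the lower drought OEX list (92). Requiring at least 10 in at least 6 columns did so for well-watered OEX (472), OEX in all (579), siRNA in all (333), both well-watered OEX lists (109 and 363) and the higher drought lists of OEX (20) and siRNA (28). None of them did so for all drought OEX genes or for the lower drought siRNA list, and the other settings chosen in advance did so for none of these counts. A filter of at least 100 in at least 2 columns, chosen after seeing the values, gave 74 drought OEX genes, 14 higher and 60 lower, but dropped 43 of the paper's 77, and gave 73 higher genes in well-watered OEX, dropping 65 of the paper's 107.

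For the cited genes, 47 fold changes could be set beside those of Online Resource 2, and all 47 have the same sign. 8 differ by more than 1.5 times. The NF-YB gene TraesCS2D02G358300 in well-watered OEX against WT is at log2 4.15 in the paper and 5.68 here, and only a pseudocount of 5 comes within that margin, at 4.69. The lipoxygenase TraesCS6D02G122000 in well-watered OEX is at 3.71 against WT and 3.05 against the empty vector in the paper and at 5.78 and 4.27 here, and no setting chosen in advance comes within it. Isocitrate lyase TraesCS2D02G224200 in drought OEX is at -4.64 against WT and -3.25 against the empty vector in the paper and at -5.63 and -3.97 here, where only a pseudocount of 5 comes within it, at -4.34 and -2.76. Malate synthase TraesCS2A02G345500 in drought OEX is at -3.92, -3.85 and -3.63 against WT, empty vector and siRNA in the paper and at -5.23, -5.15 and -4.55 here, and again no setting chosen in advance comes within it.

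The paper states that 8 heat shock genes are raised by drought less in OEX than in control plants. For this it also cites qRT-PCR of heat shock genes on 3 new biological replicates (Fig. 7m), which are not among the values here. Here 3 of the 8, the TaHSP40 genes, were higher in drought than when watered in both WT and empty vector, and 5 were not. The 3 TaHSP40 genes were listed at 0 in watered OEX and rose from there. With 1 added to each value that rise came out larger than in the controls for all 3, but the added 1 sets its size. These libraries alone therefore do not settle which rise was smaller. The drought level, which is not the response, was lower in OEX than in both controls for 6 of the 8. Some of these were listed by the study for that low level in these libraries, so the count is no independent evidence.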

Other observations

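Most genes of this and the next paragraph were picked after their values were seen, and they stand for themselves and for no group. In drought, the chlorophyll a-b binding gene TraesCS5D02G464700 stood at 468 in WT, 8.35 in empty vector and 300.1 in OEX and was listed at 0 in siRNA, and TraesCS7A02G238400 stood at 124, 8.35, 38.6 and 0.471, so the empty vector was low in both as well. When watered, siRNA plants had 659 for the first, above 243 and 156 in the controls. The CBF gene TaDREB35A (TraesCS5A02G310500) stood at 119, 99.0, 87.7 and 12.7 in drought, and TaDREB31D (TraesCS5D02G317000) at 43.0, 24.5, 45.1 and 6.85. The jasmonate repressor gene TaJAZ14-B-6 (TraesCS7B02G108000) stood at 54.9, 157, 28.7 and 5.34 in watered WT, empty vector, OEX and siRNA plants. Of the paper's siRNA lists, the 69 genes lower in drought siRNA had a median of 0.10 in watered siRNA plants, and the 86 lower in watered siRNA a median of 0.21 in drought, whose direction turns with the control: 0.42 against WT and -0.52 against the empty vector.

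In well-watered OEX, a PRR gene (TraesCSU02G221500) was listed at 0 against 24.2 and 53.5 in the controls, and FKF1 (TraesCS4A02G164000) stood at 38.5, 43.3, 8.24 and 27.0 in WT, empty vector, OEX and siRNA. The second isocitrate lyase gene (TraesCS2D02G224200) stood at 129 in WT and 1.62 in OEX in drought. In control plants, a 26 kDa endochitinase (TraesCSU02G169600) was among the genes lowest in drought relative to watered leaves, from 1000.2 to 0.925 in WT. It was listed at 0 in watered OEX and stood at 6.89 in watered siRNA plants.

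Of the tests that follow, those on the number of drought-responsive genes were chosen after that number was seen, while the bounds of those on the steps were set beforehand and the choice of the 2 steps in WT was corrected after a first run, whose values had been seen.

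Drought and watered leaves differed by at least 1.5 log2 units in 6265 genes in OEX, fewer than in the other types. If OEX leaves were less far along a shared drought response, their drought difference from each other type should fall as the response of each of the remaining types rises, over the genes past the threshold in that response. The slopes against WT were instead 0.0723 and 0.107 (on the empty vector and siRNA responses). OEX, empty vector and siRNA plants carried the virus and WT did not. A drought effect of infection shared by the infected types would raise both slopes, so these leave the question open for WT. Against the empty vector the slopes were 0.107 and -0.353 (on the WT and siRNA responses). Against siRNA they were 0.0140 and -0.232 (on the WT and empty vector responses), so for these 2 types the question stays open too. Counting noise, smaller in a column of 2 libraries, would bring the types together among well-measured genes. Among genes of at least 100 in at least 2 columns WT and empty vector had 1.65 and 2.54 times the OEX count, against 1.56 and 2.16 among all kept genes, which argues against it as the whole cause. Less variation between plants in a column of 2 libraries would lower siRNA along with OEX. siRNA had from 1.29 to 1.90 times the OEX count over the settings run, which argues against it for OEX lying below siRNA. For OEX lying below the controls it stays open, since siRNA had from 0.859 to 1.15 times the WT count, above it only among genes of at least 100, a filter chosen after seeing the data, and siRNA plants may differ in their drought response. A shift of watered OEX leaves toward the drought state may contribute, but its test gave r = 0.210 against the empty vector and 0.0355 against WT, which leaves it undecided.

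Low values in the 4 columns of 1 library are sums of 2 nearly equal steps, such as 0.481 and 0.482 in well-watered WT. They could come from 2 series of counts per library, either the 2 read mates of each fragment or 2 lanes or libraries. The 2 whole numbers behind a value should differ much less than independent counts in the first case, with an index under 0.5, and about as much in the second, with an index of 0.9 or more. The index was 0.670 and 0.593 in watered and drought WT and 0.706 and 0.589 in the empty vector. All 4 lay above the bound for read mates and below that for lanes or libraries, so neither prediction was met.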
